# Identification of Secretory Leukoprotease Inhibitor As an Endogenous Negative Regulator in Allergic Effector Cells

**DOI:** 10.3389/fimmu.2017.01538

**Published:** 2017-11-13

**Authors:** Shintaro Matsuba, Toshiki Yabe-Wada, Kazuya Takeda, Tetsuya Sato, Mikita Suyama, Toshiyuki Takai, Toshiaki Kikuchi, Toshihiro Nukiwa, Akira Nakamura

**Keywords:** secretory leukoprotease inhibitor, basophil, eosinophil, Elk-1, JNK-interacting protein 3 scaffold protein

## Abstract

Mast cells, basophils, and eosinophils are central effectors in allergic inflammatory disorders. These cells secrete abundant serine proteases as well as chemical mediators and cytokines; however, the expression profiles and functions of their endogenous inhibitors remain elusive. We found that murine secretory leukoprotease inhibitor (SLPI) is expressed in basophils and eosinophils but in not in mast cells. SLPI-deficient (*Slpi*^−/−^) basophils produce more cytokines than wild-type mice after IgE stimulation. Although the deletion of SLPI in basophils did not affect the release of chemical mediators upon IgE stimulation, the enzymatic activity of the serine protease tryptase was increased in *Slpi*^−/−^ basophils. Mice transferred with *Slpi*^−/−^ basophils were highly sensitive to IgE-mediated chronic allergic inflammation. Eosinophils lacking SLPI showed greater interleukin-6 secretion and invasive activity upon lipopolysaccharide stimulation, and the expression of matrix metalloproteinase-9 by these eosinophils was increased without stimulation. The absence of SLPI increases JNK1 phosphorylation at the steady state, and augments the serine phosphorylation of JNK1-downstream ETS transcriptional factor Elk-1 in eosinophils upon stimulation. Of note, SLPI interacts with a scaffold protein, JNK-interacting protein 3 (JIP3), that constitutively binds to the cytoplasmic domain of toll-like receptor (TLR) 4, suggesting that SLPI controls Elk-1 activation *via* binding to JIP3 in eosinophils. Mice transferred with *Slpi*^−/−^ eosinophils showed the exacerbation of chitin-induced allergic inflammation. These findings showed that SLPI is a negative regulator in allergic effector cells and suggested a novel inhibitory role of SLPI in the TLR4 signaling pathways.

## Introduction

Mast cells, basophils, and eosinophils are central effector cells in allergic diseases, but have different characteristics and functions (1–5). Mast cells are tissue resident cells that play a pivotal role in immediate hypersensitivity. The aggregation of high-affinity receptor for IgE (FcεRI) bound to IgE leads to mast cell activation, such as cytokine production and chemical mediator release (1–3). In contrast, basophils and eosinophils are present in the peripheral circulation and rapidly migrate to the sites of inflammation upon antigen stimulation. Basophils have a similar phenotype to mast cells, including the expression of FcεRI and the secretion of type 2 T helper (Th2) cytokines; however, they constitute a distinct lineage and have unique features (1–4). In particular, basophils abundantly produce interleukin (IL)-4 in response to allergens, which directly promotes Th2 differentiation (4, 5) and leads to eosinophilic inflammation *via* the activation of innate lymphoid cells (6).

Eosinophils are also major effectors in the pathogenesis of allergic disorders (7–9). Eosinophils secrete diverse inflammatory cytokines and lipid mediators, such as leukotriene (LT) C_4_ (7–9), and produce matrix metalloproteinases (MMPs), which cleaves the constituents of the basement membrane, leading to inflammatory cellular trafficking (7). Unlike other effectors, eosinophils display cytolytic activities, including extracellular trap cell death (9, 10).

In addition to cytokines and chemical mediators, these allergic effector cells synthesize and store serine proteases (7, 11). Most typical proteases are serine proteases, which are classified into chymases and tryptases (7, 11). While mast cells strongly express various types of chymases, several tryptases, such as mast cell protease (MCP) 8 and 11, are present at higher levels in basophils (11). Tryptases induce inflammatory responses *via* the degradation of fibrinogen, and chymases disrupt the tight junction, leading to the transmigration of leukocytes through the endothelium (11); however, the expression and function of serine protease inhibitors in allergic effector cells remains unknown.

Secretory leukoprotease inhibitor (SLPI) is a 12 kDa small protein produced by secretory cells and immune cells (12–17). In a steady state, SLPI is located in the granules and cytoplasm, whereas it moves into the nucleus as well as the cell surface upon stimulation (15). SLPI inhibits serine proteases, including tryptase and chymase, and protects tissues from excessive protease activity at the sites of inflammation *in vivo* (13–17). Previous studies have indicated that SLPI is a multifunctional protein that possesses anti-inflammatory as well as anti-microbial activities (14–17). In particular, SLPI regulates IκBα/β degranulation (18–20), and suppresses inflammatory cytokine responses *via* the repression of nuclear factor-κB (NF-κB) activation by binding to NF-κB consensus sites after lipopolysaccharide (LPS) stimulation (21). Although recent studies suggested the involvement of SLPI in bronchial asthma (22, 23), the expression and the exact role of SLPI in allergic effectors, mast cells, basophils, and eosinophils, remains unclear.

In the present study, we found—for the first time—that SLPI is expressed in murine basophils and eosinophils, but not in mast cells. Bone marrow (BM)-derived basophils and eosinophils from *Slpi*^−/−^ mice were highly responsive to IgE or LPS stimulation, generating increased cytokine production. *Slpi*^−/−^ eosinophils showed an increased MMP-9 gene transcription, with or without stimulation. *Slpi*^−/−^ eosinophils displayed enhanced JNK1 activation in the steady state; their serine phosphorylation of Elk-1 was also found to be enhanced in response to LPS. Surprisingly, SLPI was associated with Toll-like receptor (TLR) 4-binding scaffold JNK-interacting protein (JIP) 3, which is critical for the activation of JNK1 (24, 25). This suggests that SLPI inhibits the Elk-1 pathway by binding to JIP3. These results showed that SLPI is a novel endogenous negative regulator in allergic effector cells.

## Materials and Methods

### Mice

C57BL/6 (B6) mice were purchased from Japan SLC Inc. *Slpi*^−/−^ and *Fcer1g*^−/−^ mice have been described previously (20, 26). Congenic B6-Ly5.1 (CD45.1) mice were purchased from Sankyo Labo Service. These mice were kept and bred in the animal unit at Kanazawa Medical University and Tohoku Medical and Pharmaceutical University, an environmentally controlled and specific pathogen-free facility, in accordance with the guidelines for experimental animals defined by the facilities. All of the studies were approved by the Animal Studies Committee at Kanazawa Medical University and Tohoku Medical and Pharmaceutical University.

### Quantitative RT-PCR

Total RNA was extracted using ReliaPrep RNA Cell (Promega) or miReasy Mini kit (Qiagen), and cDNA was prepared using a ReverTra Ace qPCR RT kit (Toyobo) for reverse transcription. The gene transcript levels of mouse SLPI and MMP-9 and housekeeping S16 ribosomal protein (*RPS16*) were quantified by a real-time PCR using Go-Taq qPCR Master Mix (Promega) on a DNA Engine Opticon2 system (MJ Research). The relative amount of gene transcript was calculated and normalized by dividing the calculated value for the gene of interest by the housekeeping gene value. The PCR conditions for all genes were as follows: 95°C initial activation for 2 min, followed by 40 cycles of 95°C for 15 s, and 60°C for 60 s, and fluorescence determination at the melting temperature of the product. The primers were as follows: mouse *RPS16* forward, 5′-GATATTCGG GTCCGTG TGA-3′, and reverse, 5′-TTGAGATG GACTGTCGGATG-3′, yielding a 69-bp product; mouse *Slpi* forward, 5′-AGCCACAATGCCGTACTGACT-3′, and revere, 5′-AGGCTTCCTCCAC ACTGGTT T-3′, yielding a 115-bp product; mouse *Mmp9* forward, 5′-TGACTACGATAAGGACG GCAAA-3′, and reverse, 5′-GATGAACGGGAAC ACACAGG-3′, yielding a 100-bp product.

### The Induction of Mast Cells, Basophils, and Eosinophils from BM Cells

Basophils, eosinophils, and mast cells were derived from BM cells. The preparation of BM-derived basophils (BMBs) was carried out as described elsewhere (27). Briefly, BM cells were cultured with 5 ng/ml IL-3 (Pepro Tech) for 12 days. On Day 12, c-kit^−^ DX5^+^ cells were isolated as basophils using the MACS system with magnetic microbead-conjugated anti-DX5 antibody (Miltenyi Biotec). BM-derived eosinophils (BMEos) were induced from BM cells as previously described (28). Briefly, BM cells were cultured in the presence of 100 ng/ml stem cell factor (SCF) (Miltenyi Biotec) and 100 ng/ml FMS-like tyrosine kinase 3 ligand (Flt3L; Miltenyi Biotec) for 4 days. On Day 4, SCF and Flt3L were replaced with IL-5 (10 ng/ml; Peprotech). The cultured cells were collected and used as BMEos (purity, ≥95%) on Day 14. Mast cells were grown from BM cells as described (29). Mast cells were prepared by culturing BM cells in the presence of 5 ng/ml IL-3 for 8–12 weeks. Cellular proliferation was determined with propidium iodide staining using an ADAM-MC automatic cell counter (NanoEnTek Inc.).

### Fluorescence Microscopy and Transmission Electron Microscopy (TEM)

Cells were fixed in 4% paraformaldehyde in PBS and then treated with permeabilizing buffer (BD Bioscience). The cells were blocked with blocking reagent (Toyobo) for 1 h at room temperature, incubated with biotinylated goat anti-mouse SLPI (R&D Systems) in Can get signal solution A (Toyobo) overnight at 4°C, and then incubated with allophycocyanin-labeled streptavidin in Can get signal solution B (Toyobo) for another 1 h at room temperature. The specimens were mounted with SlowFade Gold and the nuclei were stained with 4′,6-diamino-2-phenylindole (DAPI; Thermo Fisher Scientific). Images were obtained with a BZ-9000 fluorescence microscope (Keyence). For the TEM analysis, the samples were postfixed in 1% OsO_4_ in 0.1 M sodium cacodylate buffer and embedded in Quetol 651 (Polysciences). Ultrathin sections (80 nm) of cells were cut on an Ultracut UCT ultramicrotome (Leica). Images were obtained with a TEM H-7650 (Hitachi High-Technologies).

### Flow Cytometry and Cell Sorting

Flow cytometry was conducted using the following antibodies (All purchased from Biolegend unless stated otherwise): anti-IgE (RME-1), anti-TLR4 (SA15-21), anti-Siglec-F (E50-2440; BD Bioscience), anti-CCR3 (J073E5), anti-CD11b (M1/70; BD Bioscience), anti-ST2 (DIH9), anti-FcεRIα (MAR-1), anti-CD23 (B3B4), anti-CD123 (5B11), anti-CD49b (DX5), anti-CD117 (2B8), anti-CD45.1 (A20), and anti-CD45.2 (104). Fc-mediated nonspecific staining was blocked with anti-CD16/32 (2.4G2 hybridoma culture supernatant). Events were acquired using a FACSCanto II (BD Bioscience), and the data of 10,000–100,000 events were analyzed using the FACSDiva (BD Bioscience) or FlowJo software programs (FlowJo). The surface molecule expression was calculated by defining the delta mean fluorescence intensity between the specific antibody stain and the isotype-matched control antibody. Splenic basophils and eosinophils, and peritoneal eosinophils were isolated by using a cell sorting system (SH800; Sony Biotechnology). Separation of these cells were shown in Figure S1 in Supplementary Material. Briefly, CD4^+^CD8^+^B220^+^ cells were depleted from B6 splenocytes using magnetic separator (Miltenyi Biotec). Splenic basophils were sorted by gating on FcεRIα^+^ cells from CD4^–^CD8^–^B220^−^ spleen cells. Splenic eosinophils were also sorted by gating on Siglec-F^+^ cells from CD4^–^CD8^–^B220^−^ spleen cells. Peritoneal eosinophils were isolated by gating on Siglec-F^+^ cells. The purity of the sorted populations was consistently ≥90%, as determined by the FcεRIα^+^ DX5^+^ and Siglec-F^+^ phenotypes.

### The Enzymatic Activities of Tryptase and Chymase

Bone marrow-derived basophils were incubated for 1 h at 37°C with 5 µg/ml anti-2,4,6-trinitrophenol (TNP)-IgE in 200 µl of culture medium and then stimulated for 12 h at 37°C with 1 µg/ml TNP-OVA in 200 µl of HEPES-tyrode’s buffer, pH 7.4. Eosinophils were incubated with LPS (0.1 µg/ml) for 12 h. The culture supernatants were collected, and the tryptase and chymase activities were detected by adding MeOSuc-AAPV-pNA and N-Suc-AAPF-pNA (chromogenic substrates; Sigma-Aldrich) at a final concentration of 1 mM, respectively. The absorbance was measured at 405 nm at 37°C.

### β-Hexosaminidase (HEX) Activity

β-Hexosaminidase activity was assayed as previously described (30). Briefly, 50 µl of the sample was incubated with 50 µl of 1 mM p-nitrophenyl-N-acetyl-β-d-glucosamide (Sigma-Aldrich) dissolved in 0.1 M citrate buffer (pH 5.0) in a 96-well microtiter plate at 37°C for 1.5 h. The reaction was stopped with 200 µl/well of 0.1 M NaOH/0.2 M glycine, pH 10.7, and measured at 405 nm in a plate reader. For the analysis of the total cell content of β-HEX, cells were lysed with 1.0% (vol/vol) Triton X-100 in HEPES-tyrode’s buffer. The percentage of degranulation was calculated as follows: the absorbance of culture supernatants at 405 nm/absorbance of the total cell lysate supernatants at 405 nm.

### Eosinophil Peroxidase (EPO) Activity

Bone marrow-derived eosinophils were incubated with LPS (Sigma-Aldrich), IL-33, and Phorbol 12-myristate 13-acetate (PMA)-ionomycin (Biolegend) for 12 h at the indicated concentration. The EPO activity was measured by the spectrophotometric method (31). Briefly, 100 µl of culture supernatant from each sample was placed in a 96-well plate, and 100 µl of substrate solution containing 0.1 µM o-phenylenediamine-dihydrochloride, 0.1% Triton X-100, and 1 µM hydrogen peroxide (Sigma-Aldrich) was added in each well. After incubation for 30 min at 37°C, the enzymatic reaction was stopped by adding 50 µl of 4 M sulfuric acid. Absorbance was measured at 492 nm using a Multiscan JX system (Thermo Fisher Scientific).

### ELISA

Bone marrow-derived basophils and BMEos were incubated with the indicated stimulators. The levels of cytokines and histamine in the culture supernatants were determined using ELISA kits, in accordance with the manufacturers’ instructions. The mouse IL-4, IL-6 ELISA MAX Standard kit (Biolegend), the IL-13 Ready-Set-Go ELISA set (Thermo Fisher Scientific), a Histamine ELISA test kit (Neogen), and a Cysteinyl leukotrine ELISA kit (Cayman Chemical) were used.

### Chemotaxis and Invasion Assays

Chemotaxis of BMEos was performed in 24-well chemotaxis chambers containing polycarbonate filters (pore size: 5 µm, Kurabo, Osaka, Japan). The wells of the lower chamber were filled with 5% bovine serum albumin (Wako)-RPMI1640 medium (Sigma-Aldrich) with LPS (*Escherichia coli* O111:B4; Sigma-Aldrich) and CCL11 (R&D Systems) and incubated for 2 h at 37°C. Eosinophils were then applied to the wells of the upper chambers and incubated for a further 2.5 h. The number of cells migrating from the upper chamber to the lower chamber was counted *via* the trypan blue-exclusion test. An invasion assay was performed with a BioCoat invasion system (BD Bioscience) in accordance with the manufacturer’s instructions. The insert membrane was coated with a basement membrane extract. Eosinophils (5 × 10^5^ cells) were applied to the wells of the upper chambers. The lower chambers of the 24-well plate were filled with 750 µl of serum-free RPMI1640 medium with 1 µg/ml LPS and 10 nM CCL11 and then incubated for 22 h at 37°C. The number of cells migrating from the upper chamber to the lower chamber was again counted using the trypan blue-exclusion test. The percent of invasion was calculated as the number of cells invading through the Matrigel insert membrane divided by the number of cells migrating through the control insert membrane.

### Immunoblotting and Immunoprecipitation

Cells were solubilized in lysis buffer (1.0% NP-40, 50 mM HEPES, pH7.4, 150 mM NaCl) containing protease and phosphatase inhibitor (Thermo fisher scientific). Cell lysates were separated by SDS-PAGE, transferred to a Polycinylidene difluoride (PVDF) membrane, and detected with the following antibodies using ECL substrate (Bio-Rad): rabbit anti-PLCγ2, antiphospho-PLCγ2, anti-Erk1/2, antiphospho-Erk1/2, antiphospho-JNK1, anti-Elk-1, antiphospho-Elk-1(Ser383), anti-NF-κBp65, antiphospho-NF-κBp65, mouse anti-IκBα (Cell Signaling Technology), rabbit antiphospho Elk-1 (Thr417) (Thermo Fisher Scientific), rabbit anti-NF-κBp65 mouse anti-IκBβ (Santa Cruz Biotechnology), goat antimouse SLPI, rabbit antimouse MMP-9 (R&D Systems), rabbit anti-JNK1, rat anti-mouse MCP8, rat antimouse MCP11 (Biolegend), horseradish peroxidase (HRP)-conjugated goat (Santa Cruz Biotechnology), mouse (Cell Signaling Technology), or rabbit IgG antibodies (Cell Signaling Technology). For the immunoprecipitaion analysis, cell lysates (5 × 10^6^ cells) were precleaned by Dynabeads protein G (VERITAS), and were sequentially incubated with mouse anti-JIP3 (F-6; Santa Cruz Biotechnology) or mouse IgG1κ isotype control (MG1-45; Biolegend) and Dynabeads protein G. The immunoprecipitates were detected with the following antibodies using SuperSignal™ West Pico Chemiluminescent Substrate (Thermo Fisher Scientific): mouse-anti JIP3 (F-6) or biotinylated goat-anti mouse SLPI (R&D Systems), and HRP-conjugated goat IgG antibodies (Santa Cruz Biotechnology) or streptavidin (Biolegend). Digital images were obtained using an ImageQuant LAS4000 mini instrument (GE Healthcare). Densitometry was performed on scanned blots using the ImageQuant TL software program (GE Healthcare).

### IgE-Mediated Chronic Allergic Inflammation

The protocol by which IgE-mediated chronic allergic inflammation (IgE-CAI) was previously described (27). DX5^+^ cells containing basophils were fractionated with ant-DX5 magnetic beads from B6 and *Slpi*^−/−^ mice. DX5^+^ BM cells were transferred to *Fcer1g*^−/−^ mice 4 days after 5-fluorouracil (5-FU) (Sigma-Aldrich) marrow suppression. Two days after the adaptive cell transfer, the recipient mice were intravenously injected with 2 µg of DNP-IgE (SPE-7; Sigma-Aldrich). Antigen challenge was performed in the right ear by applying 0.6% DNFB acetone-olive oil solution (20 µl). Simultaneously, an equal amount of acetone-olive oil solution was administered to the left ear. The ear thickness was measured using a dial thickness gage (Mitsutoyo). For the histological analysis, both ears were removed from euthanized mice on Day 6 after the antigen challenge and stained with HE.

### The Induction of Passive Systemic Anaphylaxis

Mouse IgE anti-TNP mAbs (C38-2) (BD Bioscience) were administered intravenously through the tail vein (volume, 100 µl/mouse). Mice were injected intravenously with 1.0 mg of TNP-OVA in saline 24 h after the injection of IgE (150 µg/mouse). Changes in the core body temperature associated with systemic anaphylaxis were monitored by measuring changes in the rectal temperature using a rectal probe coupled to a digital thermometer (Natsume Seisakusyo).

### Plasmid Construction and Transfection

A plasmid containing full-length mouse SLPI cDNA was purchased from DNAFORM. The open reading frame corresponding to SLPI with a fused 6× His-Tag at the C-terminal was amplified from a plasmid and cloned into pcDNA3.1 (Thermo Fisher Scientific). The primers were as follows: mouse SLPI forward, 5′-CCCCCGAATTCGAGAGCTCC-3′, and reverse, 5′-CACCGAGCATCTA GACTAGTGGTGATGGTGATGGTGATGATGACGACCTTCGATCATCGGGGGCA-3′. Plasmid transfection was performed using ScreenFect A (Wako), in accordance with the manufacturer’s instructions. Briefly, cells were seeded at 2 × 10^6^ cells/ml and transfected of *Slpi* plasmid DNA (0.3 µg) with ScreenFect A. The mRNA of *Slpi* and *Mmp9* were analyzed 1 day after transfection.

### Gene Expression Profiling

B6 and *Slpi*^−/−^ BMEOs were stimulated with/without LPS (1 µg/ml) for 3 h. Total RNA was purified with an miRNeasy Mini kit (Qiagen) in accordance with the manufacturer’s instructions. The purified RNA was converted to sense-strand cDNA using an Ambion WT Expression Kit (Thermo Fisher Scientific) and then labeled using an Affymetrix GeneChip WT Terminal Labeling and Controls Kit. Labeled cDNAs were hybridized onto the Affymetrix GeneChip Mouse Gene 1.0 ST Array using an Affymetrix GeneChip Hybridization, Wash, and Stain Kit, according to the manufacture’s protocols. The signals were quantified using an Affymetrix CeneChip Scanner 3000, and raw data were obtained using the Affymetrix GeneChip Command Console Software program (version 1.2.1.20). The data were normalized using the Robust Multichip Average algorithm in the “affy” package (32) of the Bioconductor project software program,^1^ after which transcript signals were calculated by log2-transformation of the normalized data. Further analyses were performed using the R software program.^2^ The data were archived in the NCBI Gene Expression Omnibus (accession number, GSE87638).^3^

### House-Dust Mite (HDM)-Induced Airway Inflammation

The model of HDM (Greer Laboratories)-induced asthma was developed as reported previously, with slight modification (33). Briefly, mice were anesthetized with isoflurane and intranasally sensitized with 1 µg of HDM on Day 0. Seven days later, they were challenged with 1 µg of HDM for 5 consecutive days. The mice were sacrificed, and their organs were dissected for a histological analysis on Day 14. BALF cells were obtained by an intratracheal injection of EDTA-containing PBS.

### Chitin-Induced Eosinophilic Inflammation by Eosinophil Adaptive Transfer

Eosinophilic lung inflammation was established with an intranasal challenge of chitin. Chitin (Sigma Aldrich) was prepared as previously described (34). Congenic B6-CD45.1 mice were intravenously transferred with eosinophils from B6 or *Slpi*^−/−^ mice (CD45.2) in accordance with the methods of a previous study (28). One hour after the eosinophil transfer, chitin (10^5^ beads) was intranasally administered to the recipient mice. BALF cells were obtained 24 h after the antigen challenge. The donor cells were distinguished from the recipient cells by anti-CD45.1/CD45.2 antibody staining.

### Statistical Analyses

The statistical significance of differences was determined using a paired Student’s *t*-test. *P* values of <0.05 were considered to indicate statistical significance.

## Results

### SLPI Is Expressed in Basophils and Eosinophils, But Not Mast Cells

We first examined the expression of *Slpi* transcripts and proteins in mast cells, basophils, and eosinophils derived from BM cells. As shown in Figure 1A, murine SLPI-encoding *Slpi* transcripts were found to be abundant in BMBs. BMEos expressed a similar level of SLPI mRNA to BM cells, but SLPI mRNA was barely detected in mast cells. In addition, *Slpi* transcripts were detected in basophils and eosinophils sorted from spleen cells. SLPI mRNA was also observed in the peritoneal fluid eosinophils (Figure 1B), suggesting that SLPI is expressed in residential basophils and eosinophils.

**Figure 1:**
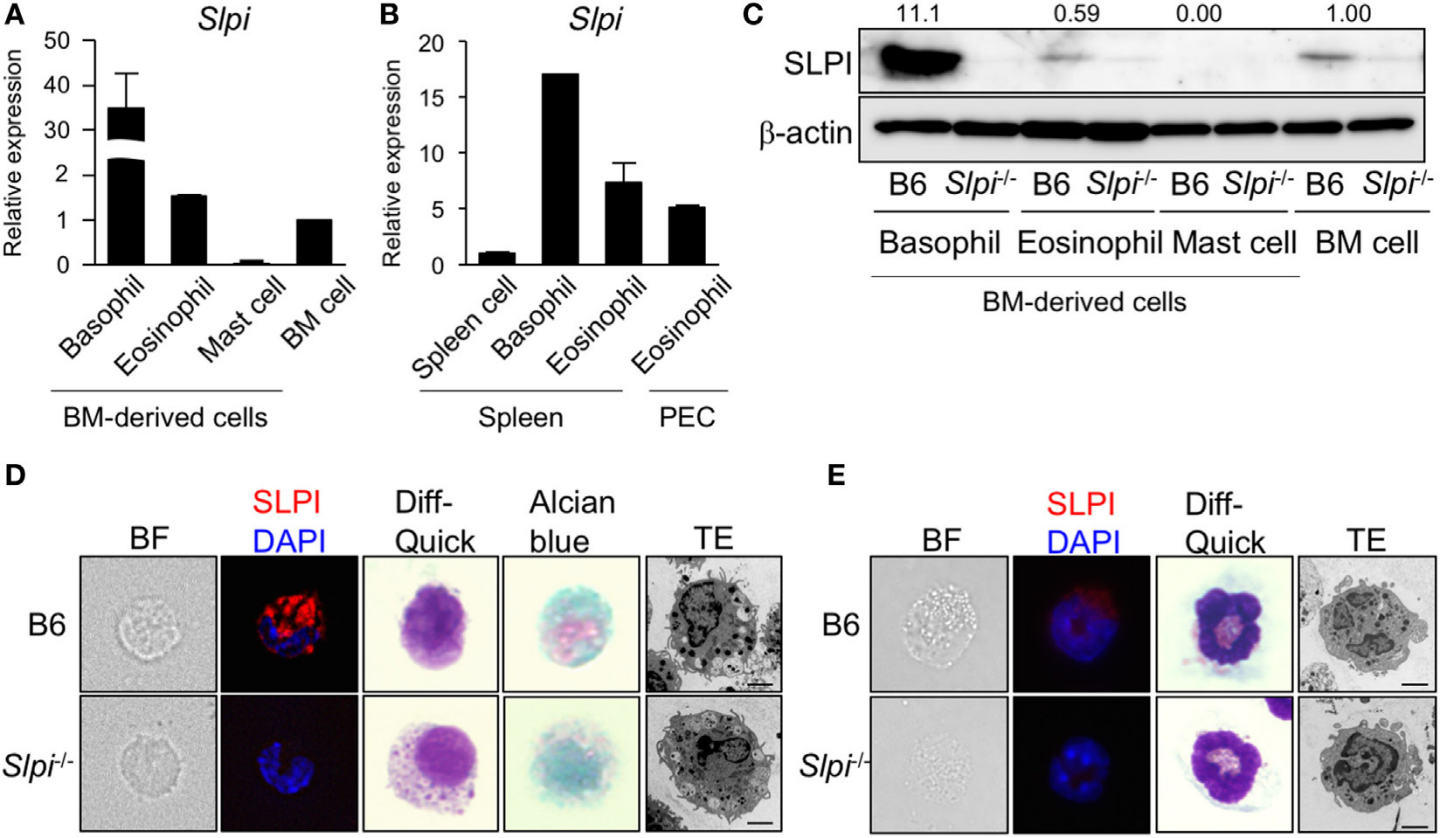
Secretory leukoprotease inhibitor (SLPI) is expressed in basophils and eosinophils but not in mast cells. **(A)** A quantitative RT-PCR of *Slpi* in s the bone marrow (BM)-derived basophils, eosinophils, mast cells, and BM cells. **(B)** Basophils and eosinophils were sorted from the spleen cells after the depletion of CD4^+^CD8^+^B220^+^ cells using magnetic separator. Eosinophils are also sorted from the peritoneal cavity (PEC). A quantitative RT-PCR of *Slpi* were shown in the indicated cells. **(C)** Immunoblotting of SLPI in the indicated cells. The data were normalized to the expression of β-actin and presented relative to the expression in BM cells. **(D,E)** Fluorescence microscopy and transmission electron microscopy (TEM) images of BM-derived basophils (BMBs) **(D)** and BM-derived eosinophils (BMEos). **(E)** from B6 and *Slpi*^−/−^ mice. Bright field (BF), SLPI (red) DAPI (blue), Diff-Quick staining, alcian blue staining, and TEM images are shown (scale bar: 2 µm). **(A,B)** Data were normalized to the housekeeping *Rps16* (mean ± SD). *n* = 4. **P < 0.01. **(C–E)** Data are representative of three independent experiments.

Because these allergic effector cells are induced from BM cells by their specific growth factors for the lineage commitment, we next examined the implication of SLPI in cellular differentiation using *Slpi*^−/−^ mice (20). As shown in Figures S2A, S3A, and S4A in Supplementary Material, the proliferation curves of B6 and *Slpi*^−/−^ mice were comparable during the terminal differentiation of BM cells into mast cells, basophils, and eosinophils. There were no significant differences in the population of terminally differentiated cells between B6 and *Slpi*^−/−^ mice (Figures S2B, S3B, and S4B in Supplementary Material), suggesting that SLPI does not affect the growth of these effector cells. As shown Figure 1C, immunoblotting also demonstrated that BMBs express a large amount of SLPI protein and that the SLPI expression of eosinophils is similar to that of BM cells; however, no SLPI expression was observed in mast cells, suggesting that SLPI is expressed in basophils and eosinophils, but not in mast cells. We found that the degranulation and cytokine production in response to IgE or LPS did not differ between B6 and *Slpi*^−/−^ mast cells (Figures S2C,D in Supplementary Material). Moreover, the absence of SLPI did not affect mast cell-dependent IgE-mediated systemic anaphylaxis (Figure S2E in Supplementary Material), showing that SLPI is dispensable for the activation of mast cells.

We thus focused on the morphological analyses of BMBs and BMEos. As shown in Figure 1D, immunostaining revealed that basophils express SLPI. There were no marked differences in the Diff-Quick, or alcian blue staining patterns between B6 and *Slpi*^−/−^ BMBs. TEM demonstrated that *Slpi*^−/−^ BMBs resemble B6 BMBs morphologically, with both sharing lobulated nuclei and granules. Both B6 and *Slpi*^−/−^ BMBs showed similar expression levels of FcεRI, IL-3Rα, and ST2 (IL-33 receptor) (Figure S3C in Supplementary Material). The amount of mast cell protease (MCP)-8 and 11—granule serine proteases that are known as specific basophil markers—and the amount of lysosomal enzyme β-hexosaminidase (HEX) did not differ between B6 and *Slpi*^−/−^ BMBs (Figures S3D,E in Supplementary Material). We next explored the morphology, cell surface receptors, and granule contents in BMEos. As shown in Figure 1E, BMEos expressed SLPI at low levels, results that were consistent with the mRNA and immunoblotting data. The Diff-Quick and TEM images of B6 and *Slpi*^−/−^ BMEos were comparable. Both B6 and *Slpi*^−/−^ BMEos displayed similar expression levels of TLR4, Siglec-F, C-C chemokine receptor (CCR) 3, CD11b, and ST2 (Figure S4C in Supplementary Material). The granular enzyme, EPO, was also detected in *Slpi*^−/−^ BMEos at almost the same level as in B6 BMEos (Figure S4D in Supplementary Material). Collectively, these data showed that the basophils and eosinophils of mice express SLPI and suggested that SLPI deficiency did not affect the proliferation or the morphology of BMBs or BMEos.

### Enhanced Cytokine Production and Tryptase Activity in *Slpi*^−/−^ Basophils after IgE Stimulation

We next examined the cytokine production and serine protease activity in B6 and *Slpi*^−/−^ BMBs upon IgE stimulation. As shown in Figure 2A, *Slpi*^−/−^ BMBs produced more IL-4, 6, and 13 than B6 BMBs. *Slpi*^−/−^ BMBs also showed higher tryptase activity than B6 BMBs (Figure 2B). In contrast, there was no significant difference in the chymase activity of B6 and *Slpi*^−/−^ BMBs. As shown in Figure 2C, the release of β-HEX upon stimulation with IgE or compound 48/80 (an IgE-independent degranulator) did not differ between B6 and *Slpi*^−/−^ basophils, suggesting that SLPI does not affect basophil degranulation. Furthermore, B6 and *Slpi*^−/−^ BMBs secreted comparable levels of IgE-induced chemical mediators, histamine and cysteinyl leukotrienes (CysLT) (Figure 2D). We further investigated FcεR downstream signaling in B6 and *Slpi*^−/−^ BMBs. As shown in Figure 2E (left panel), the phosphorylation of phospholipase (PLC)-γ2 and extracellular signal-regulated kinase (Erk) 1/2 were equivalently increased in B6 and *Slpi*^−/−^ BMBs. We did not detect any elevation of NF-κB p65 phosphorylation or degradation of IκB α/β in B6 or *Slpi*^−/−^ BMBs (Figure 2E, right panel). Electrophoretic mobility shift assays (EMSAs) showed that the DNA binding activity of NF-κB was not altered upon stimulation (data not shown), suggesting that SLPI represses pathways other than NF-κB in basophils. Collectively, these results showed that SLPI inhibits IgE-mediated cytokine production and tryptase activity in basophils.

**Figure 2:**
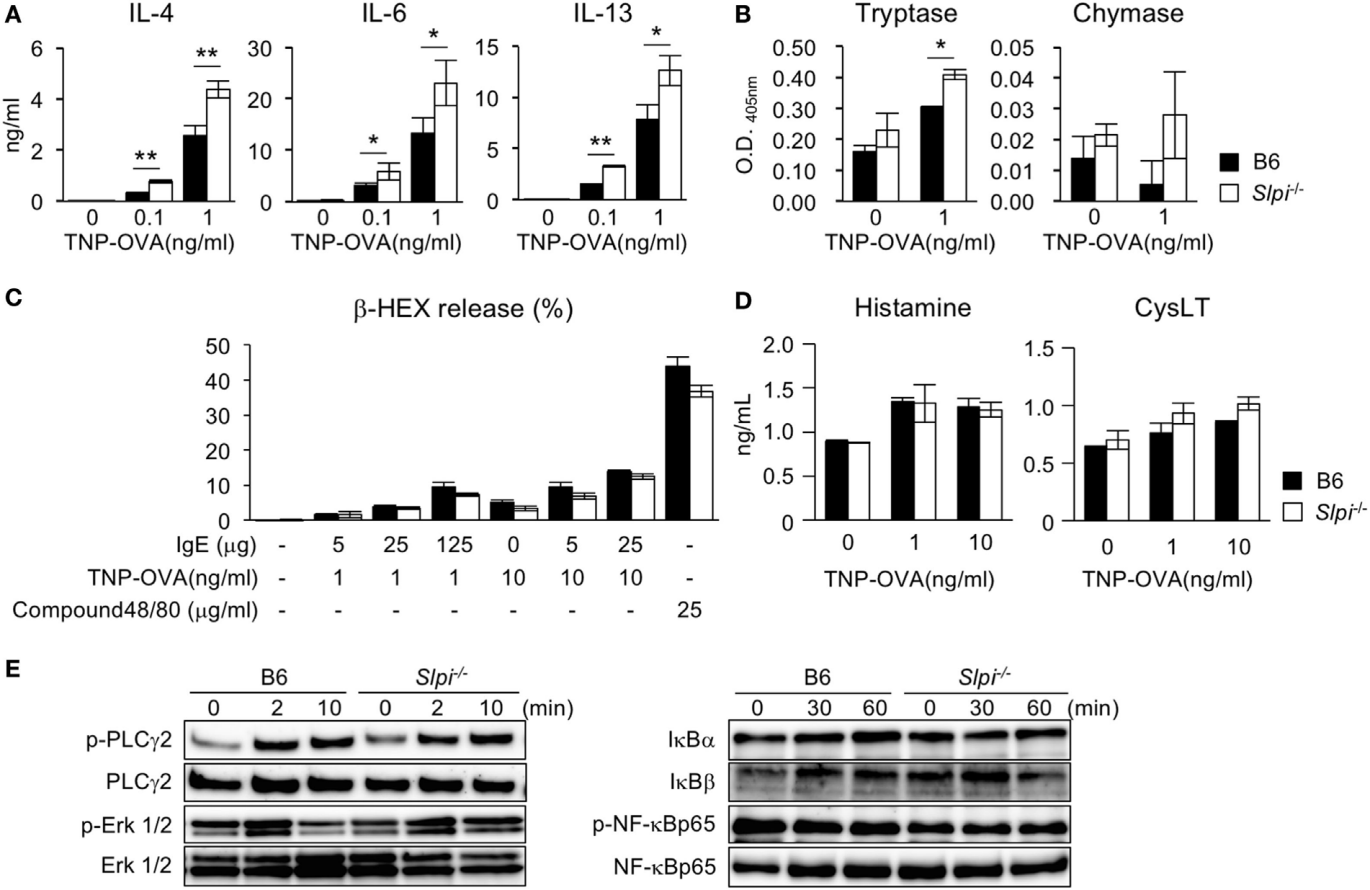
Enhanced cytokine production and tryptase activity in *Slpi*^−/−^ bone marrow-derived basophils (BMBs) after IgE stimulation. **(A–D)** B6 and *Slpi*^−/−^ BMBs were incubated with TNP-OVA for 12 h at the indicated concentrations 1 h after the administration of 5 µg/ml anti-TNP-IgE. **(A)** The interleukin (IL)-4, 6, and 13 levels in supernatants were measured by an ELISA. **(B)** The enzyme activities of tryptase (left) and chymase (right) in supernatants were determined using MeOSuc-AAPV-pNA and N-Suc-AAPF-pNA substrate, respectively. **(C)** The percentages of β-HEX released after the administration of the indicated stimulators. **(D)** The histamine and cysteinyl leukotrienes (CysLT) production in supernatants was measured by an ELISA. **(E)** B6 and *Slpi*^−/−^ BMBs were stimulated with TNP-OVA (1 ng/ml) at the indicated time, 1 h after the administration of 5 µg/ml anti-TNP-IgE. Representative immunoblots of the indicated proteins are shown. **(A–D)** Data are shown as the mean ± SEM of three different basophil cultures.

### The Depletion of Basophil SLPI Exacerbates IgE-Mediated Allergic Responses

The use of the DX5^+^ BM cell adaptive transfer system showed that basophils are indispensable for the development of the IgE-mediated delayed-onset cutaneous anaphylaxis reaction (IgE-CAI) in *Fcer1g*^−/−^ mice (27). Only basophils express FcεRI in the fraction of DX5^+^ BM cells (27). Thus, to investigate whether SLPI regulates basophil activation *in vivo*, we induced IgE-CAI in 5-FU-treated *Fcer1g*^−/−^ mice reconstituted with DX5^+^ BM cells, including basophils, selected from B6 or *Slpi*^−/−^ BM cells (Figure 3A). We confirmed that the population of FcεRI^+^ cells did not differ between the B6 and *Slpi*^−/−^ DX5^+^ BM cells (data not shown). As shown in Figure 3B, ear swelling in mice transferred with *Slpi*^−/−^ basophils was significantly increased in comparison to mice transferred with B6 basophils. A histopathological examination at six days after antigen challenge also demonstrated that recipients transferred with *Slpi*^−/−^ basophils showed augmented inflammatory cellular infiltration (Figure 3C). These findings demonstrated that basophil SLPI regulates the IgE-mediated allergic inflammatory responses.

**Figure 3:**
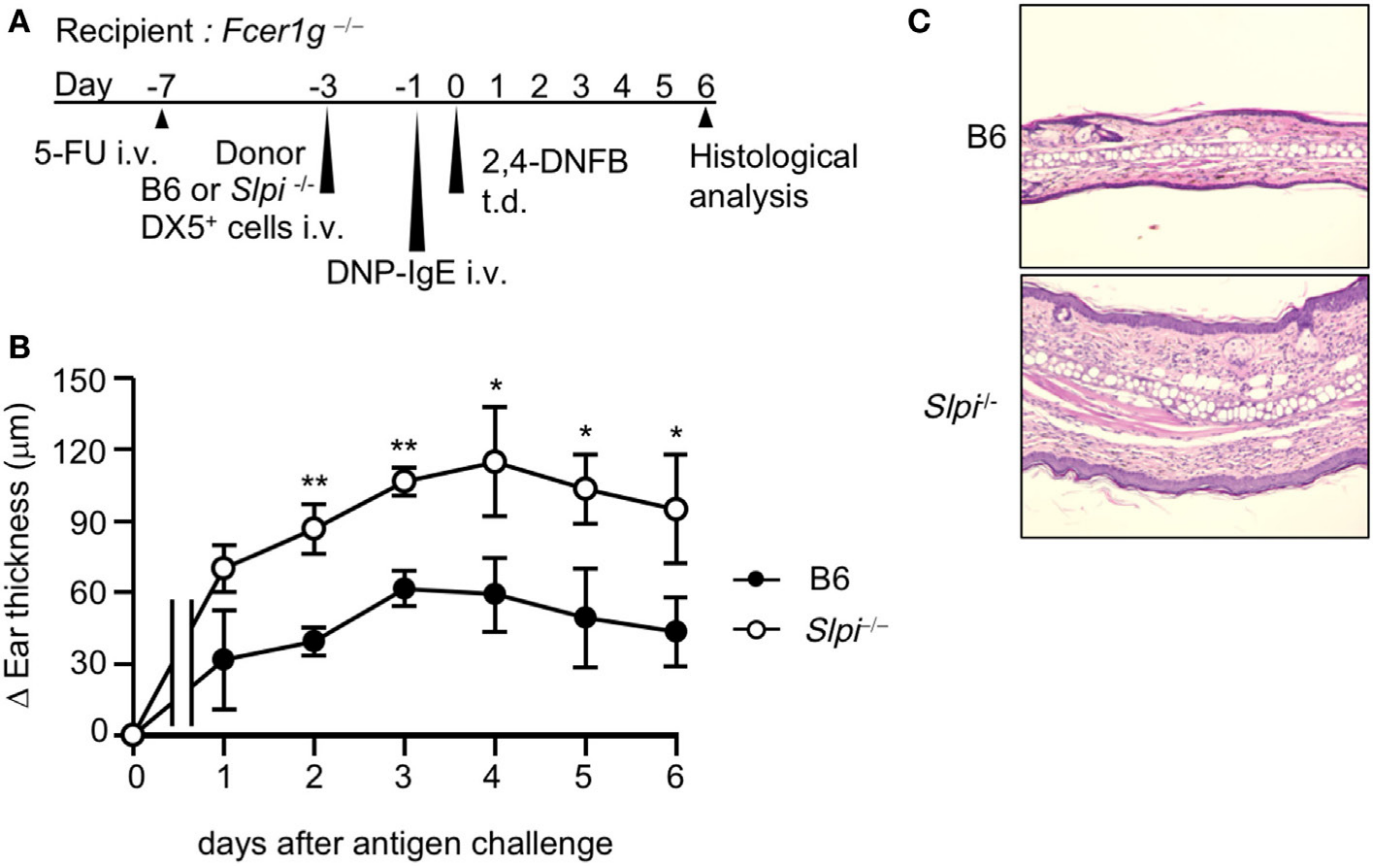
The depletion of basophil secretory leukoprotease inhibitor (SLPI) exacerbates IgE-mediated allergic responses. **(A)** The experimental protocol of IgE-mediated chronic allergic inflammation in 5-fluorouracil (5-FU)-treated *Fcer1g*^−/−^ mice adaptively transferred with B6 and *Slpi*^−/−^ DX5^+^ cells containing basophils from bone marrow (BM) cells. **(B)** The kinetics of the ear thickness after the antigen challenge are shown. **(C)** Ear specimens obtained 6 days after the antigen challenge were stained with HE. Data are representative of three separate experiments and are shown as the mean ± SD. *n* = 4–6. *P < 0.05, **P < 0.01.

### The Absence of SLPI in Eosinophils Increases IL-6 Production and Invasive Activity

We next investigated the cytokine production and protease activities of B6 and *Slpi*^−/−^ BMEos. IL-33, unlike LPS, is known to be a strong inducer of the Th2 cytokines IL-4 and 13 (35). We thus measured the IL-4, 6, and 13 levels after LPS or IL-33 treatment. As shown in Figure 4A, *Slpi*^−/−^ BMEos produced more IL-6 than B6 BMEos upon LPS stimulation, whereas B6 and *Slpi*^−/−^ BMEos did not secrete IL-4 or IL-13 (Figure 4B). When stimulated with IL-33, B6 and *Slpi*^−/−^ BMEos produced any or all of IL-4, 6, and 13, but there were no differences in the amounts of cytokines between B6 and *Slpi*^−/−^ BMEos (Figure 4B). In addition, the enzymatic activities of tryptase, chymase, and EPO were not increased in B6 or *Slpi*^−/−^ BMEos upon LPS or IL-33 stimulation (Figures 4C,D), showing that SLPI deficiency does not affect the serine protease activities or the degranulation responses in eosinophils, and that SLPI inhibits the IL-6 secretion induced by LPS but not that induced by IL-33.

**Figure 4:**
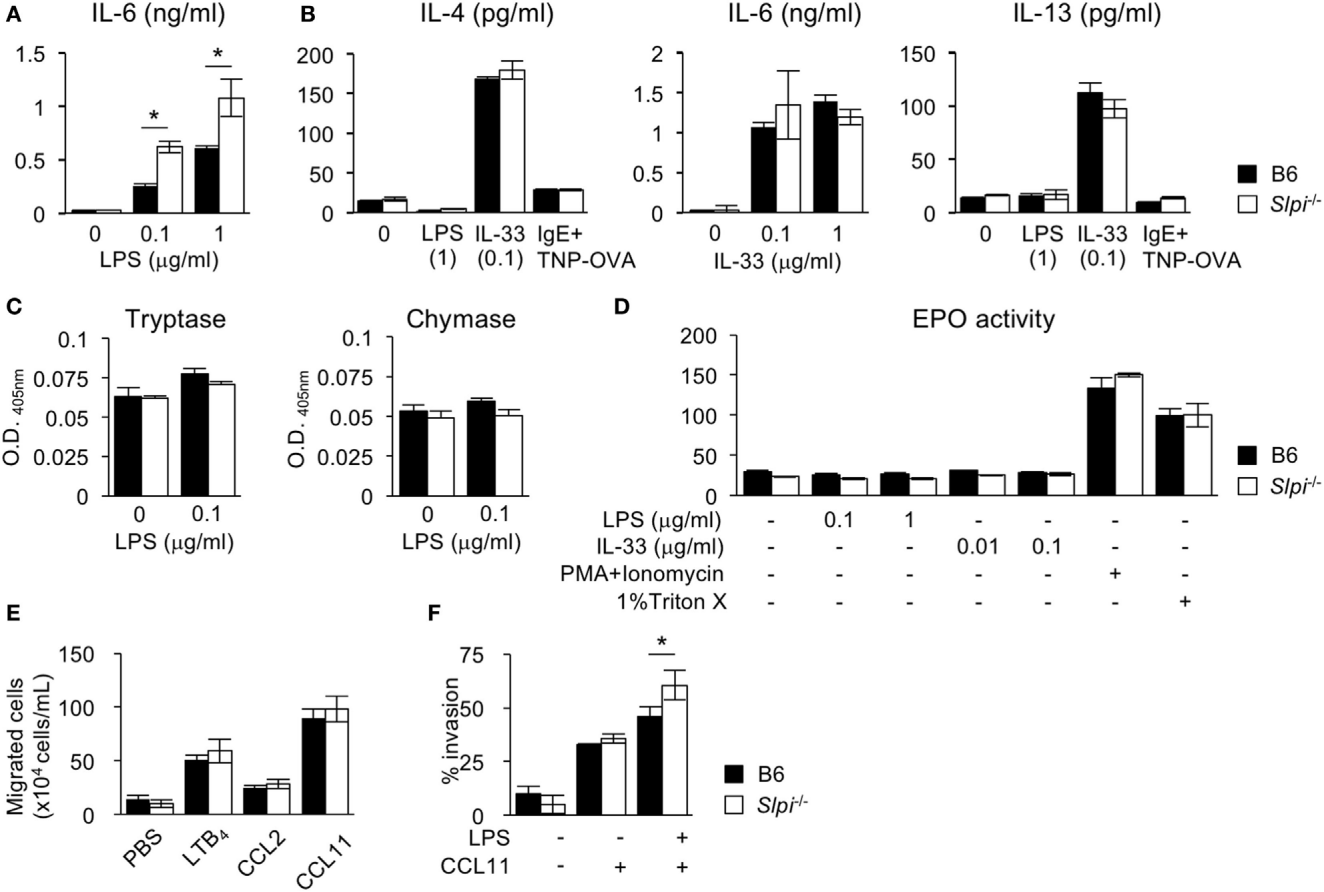
The absence of secretory leukoprotease inhibitor (SLPI) in BM-derived eosinophils (BMEos) increases interleukin (IL)-6 production and invasive activity. **(A)** I The production of IL-6 by B6 and *Slpi*^−/−^ BMEos after lipopolysaccharide (LPS) stimulation for 12 h. **(B)** B6 and *Slpi*^−/−^ BMEos were incubated with LPS (1 µg/ml) or IL-33 (0.1 µg/ml) for 12 h. BMEos were also incubated with TNP-OVA (1 ng/ml) for 12 h after the administration of 5 µg/ml anti-TNP-IgE. **(A,B)** IL-4, 6, and 13 levels in the supernatants of cells were measured by an ELISA. **(C)** The activities of tryptase and chymase prepared according to the methods described in Figure 2B. **(D)** The amounts of eosinophil peroxidase (EPO) in B6 and *Slpi*^−/−^ BMEos after the administration of the indicated stimulators. **(E)** Chemotactic assays of B6 and *Slpi*^−/−^ eosinophils by LTB_4_ (50 nM), CCL2 (50 nM), and CCL11 (10 nM). **(F)** Invasion assays using Matrigel in B6 and *Slpi*^−/−^ eosinophils upon LPS (1 µg/ml) and CCL11 (10 nM) stimulation. All of the data are shown as the mean ± SEM of three different eosinophil cultures. * *P* < 0.05.

Upon stimulation, eosinophils rapidly migrate to the inflammatory sites, and across the epithelia into tissue (1, 7–9). We therefore conducted a chemotaxis assay after stimulation with eosinophil chemotactic factors LTB4, CCL2, and CCL11. As shown in Figure 4E, the chemotactic activities in response to these chemoattractants were comparable between B6 and *Slpi*^−/−^ BMEos, indicating that SLPI does not affect the cellular migration induced by chemokines alone. We therefore performed a Matrigel invasion assay after costimulation with LPS and CCL11. As shown in Figure 4F, the invasion activity in *Slpi*^−/−^ BMEos was increased in comparison to that in B6 eosinophils. Collectively, these results suggest that SLPI regulates the LPS-mediated IL-6 production and invasion activity in eosinophils.

### SLPI Transcriptionally Regulates the MMP-9 Expression in Eosinophils

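RNA of BM-derived cells was measured on Affymetrix GeneChip Mouse Gene 1.0 ST arrays in 10 conditions, with 1 array per condition. The 4 BMEos arrays held B6 and *Slpi*-/- cells cultured without LPS or with LPS at 1 µg/ml for 3 h. The other 6 arrays held B6 and *Slpi*-/- BMBs without stimulation, BMBs given anti-TNP-IgE for 1 h and then TNP-OVA for 12 h (times taken from the sample labels), and unstimulated mast cells. *Prg2*, which encodes the major basic protein of eosinophil granules, had log2 signals of 12.02 to 12.35 on the BMEos arrays and of 4.86 to 5.58 elsewhere. *Mcpt8*, a basophil protease gene, had signals of 12.72 to 13.29 on the BMB arrays, and *Cma1*, a chymase gene of mast cells, had signals of 11.99 and 12.19 on the mast cell arrays. *Slpi* (gene ID 20568, chromosome 2) checked the genotype labels. In B6 and *Slpi*-/- cells, its signals were 11.42 and 6.55 in BMBs, 11.33 and 6.35 in BMBs with IgE, 8.08 and 6.41 in BMEos, and 7.96 and 5.93 in BMEos with LPS. In mast cells, *Slpi* had signals of 6.53 in B6 and 6.47 in *Slpi*-/- cells, so the label of that pair has no check from *Slpi*. *Xist*, transcribed from the inactive X chromosome, had signals of 9.72 and 9.66 on the BMEos arrays with LPS and of 4.15 and 4.90 on those without, while the Y-linked gene *Eif2s3y* read 3.22 and 3.54 with LPS and 8.20 and 8.45 without. The authors' values are log2 signals from robust multi-array averaging (RMA), with array medians of 5.85 to 5.94. Of 34760 probe sets, 21640 carry 1 gene symbol and stand for 19937 named genes, and the probe set with the highest mean signal was taken for the 954 genes that had several. RMA gives no detection call, so the background of an array was the 95th percentile of 1027 olfactory receptor genes, which lay between 5.56 and 5.78. Tests across genes used limma, in which the genotypes, or the states with and without a stimulus, served as the pairs. These rules, the comparisons and the gene lists were fixed before the data were examined. The paper's text does not name the number of mice or cultures behind an array, and limma's p does not cover the spread between cultures.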

We investigated the gene alteration in B6 and *Slpi*^−/−^ BMEos before and after administration with LPS using DNA microarray analyses. 

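*Mmp9* encodes a secreted gelatinase that cleaves collagen of basement membranes. It (gene ID 17395, chromosome 2) was read by 1 probe set. Without LPS, the *Mmp9* signal was 5.95 in B6 BMEos and 8.33 in *Slpi*-/- BMEos, a log2 difference of 2.38. With LPS, the *Mmp9* signal was 5.90 in B6 BMEos and 7.75 in *Slpi*-/- BMEos, a log2 difference of 1.86. The B6 signals lay close to the background of their arrays (5.65 without and 5.67 with LPS). Other proteases and inhibitors of the family differed less: *Mmp25*, a membrane-anchored MMP of leukocytes, had signals of 10.13 in B6 and 9.81 in *Slpi*-/- BMEos without LPS, and *Timp2*, a tissue inhibitor of MMPs, had 9.50 and 9.53. *Mmp8*, a collagenase of neutrophils, had signals of 6.61 and 6.49. Of 26 measured genes of MMPs and their tissue inhibitors, 10 lay above background without LPS, and their median difference was -0.08, at percentile 7.92 of 10000 random lists matched on mean signal. With LPS, 14 lay above background, with a median difference of -0.04 at percentile 31.1. *Mmp9* was the 1 member at least 2-fold higher in *Slpi*-/- BMEos in each state. Its difference ranked highest among the 11644 named genes above background without LPS and among the 12460 with LPS. When all 34760 probe sets were ranked, named or not and at any signal, 15 stood higher without LPS and 61 with LPS, a count chosen after the values were seen. Each of these differences rests on 1 array per genotype and has no replicate check.

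**Figure D1:**
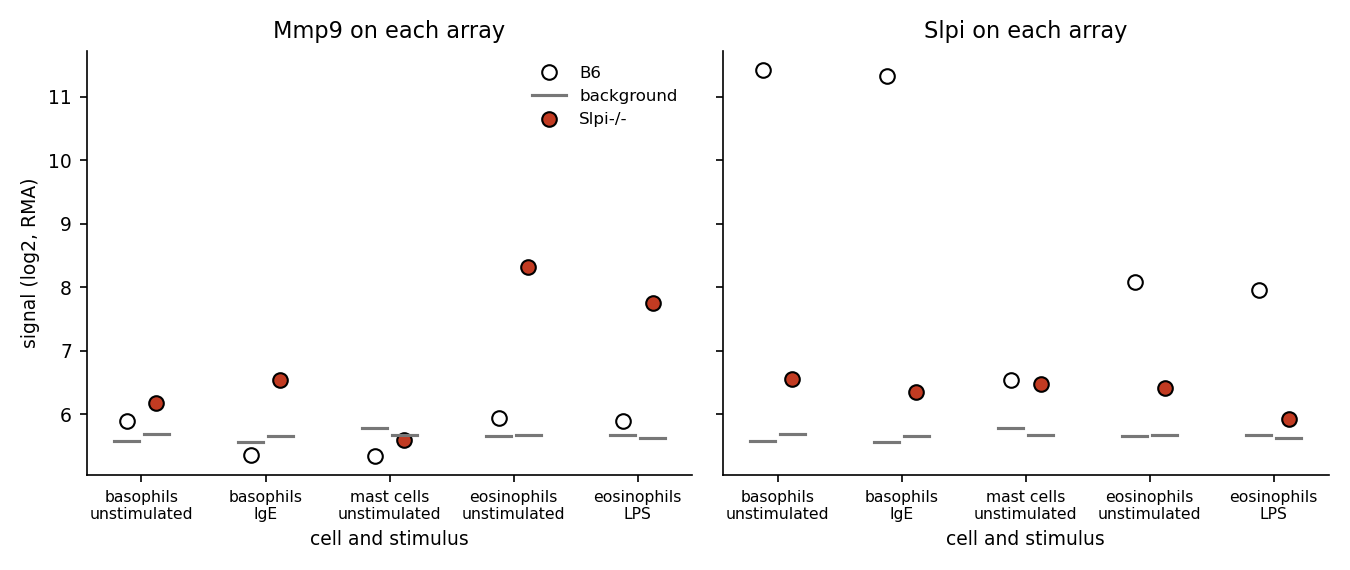
Log2 RMA signals of *Mmp9* and *Slpi* on the 10 arrays, 1 array per cell type, stimulus and genotype, with the background of each array drawn as a bar. *Mmp9* stands at 8.33 and 7.75 on the *Slpi*-/- BMEos arrays and at 6.54 or lower on the others.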

Surprisingly, the expression of *Mmp9* in *Slpi*^−/−^ BMEos was markedly higher than that in B6 BMEos (Figure 5A). A quantitative RT-PCR confirmed that the expression of *Mmp9* transcripts in *Slpi*^−/−^BMEos was significantly higher than that in B6 BMEos before and after LPS stimulation (Figure 5B). To clarify whether the genetic disruption of SLPI affected the *Mmp9* gene in eosinophils, we introduced an *Slpi* plasmid into *Slpi*^−/−^ BMEos. As shown in Figure 5C, the *Mmp9* transcripts in the *Slpi* plasmid*-*transfected *Slpi*^−/−^ BMEos were decreased to half the level observed in the mock-transfected *Slpi*^−/−^ BMEo. Furthermore, the absence of SLPI did not alter the expression of MMP-9 protein in BMBs or BM cells (Figure 5D), suggesting that the MMP-9 expression is not impaired by the SLPI gene disruption itself, and that SLPI transcriptionally represses MMP-9 in eosinophils. On the other hand, immunoblotting showed that the expression of MMP-9 proteins was remarkably increased in *Slpi*^−/−^ BMEos at the steady state; however, the MMP-9 expression in *Slpi*^−/−^ BMEos was not enhanced after LPS treatment (Figure 5E). In addition, MMP-9 was not increased in B6 or *Slpi*^−/−^ BMEos after IL-5 stimulation (Figure 5E), inferring that IL-5 does not affect the MMP-9 expression in terminally differentiated eosinophils. It was shown that MMP-9 is critical for the migration of eosinophils though the basement membrane components (36). Since MMP-9 is increased in *Slpi*^−/−^ BMEos in the steady state, our data suggested that SLPI represses excessive eosinophil migration in part by MMP-9 expression.

**Figure 5:**
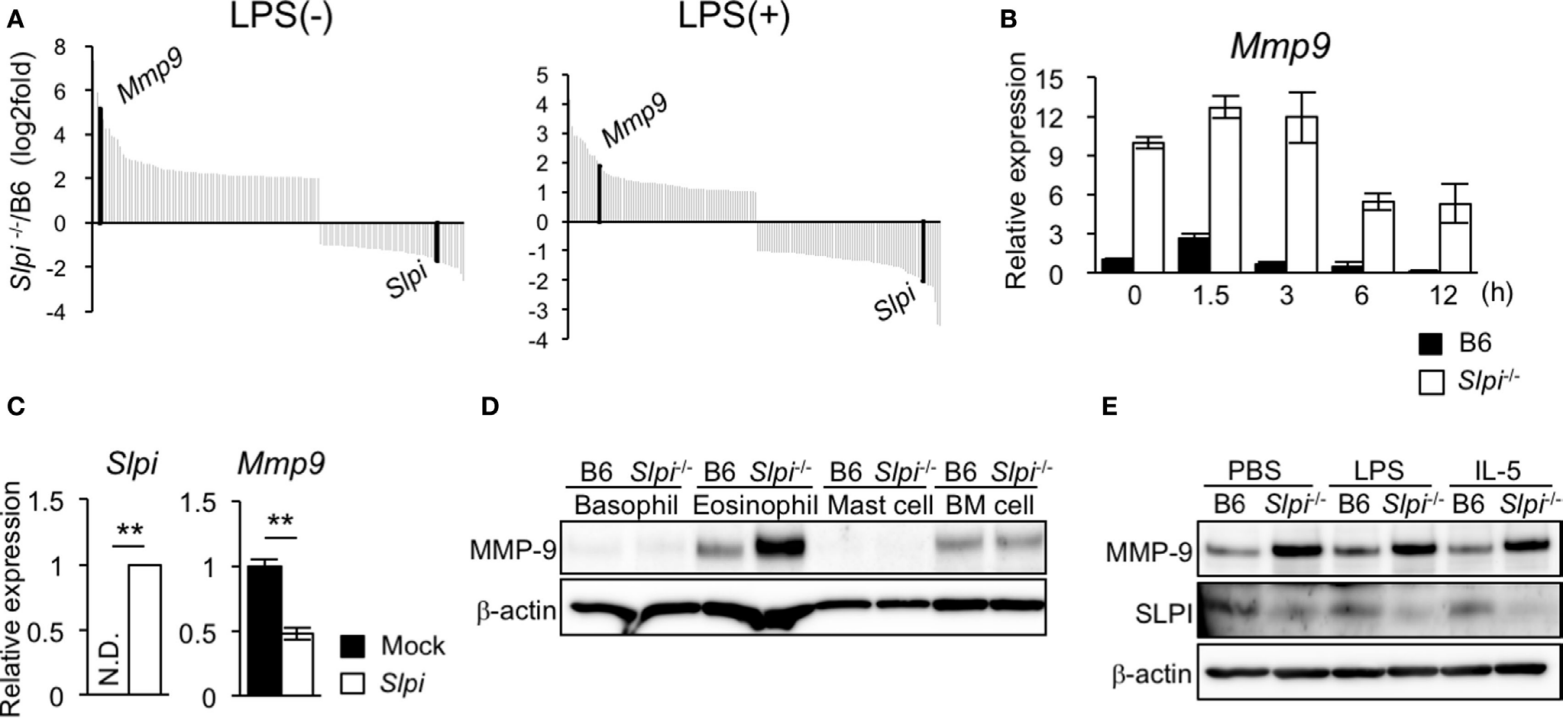
Secretory leukoprotease inhibitor (SLPI) transcriptionally regulates the metalloproteinase (MMP)-9 expression in BM-derived eosinophils (BMEos). **(A)** A DNA microarray analysis of *Slpi*^−/−^ BMEos before and 3 h after lipopolysaccharide (LPS) (1 µg/ml) stimulation. The relative expression to B6 BMEos is shown. **(B)** A qRT-PCR of *Mmp9* in B6 and *Slpi*^−/−^ BMEos after LPS (1 µg/ml) stimulation. **(C)** A qRT-PCR of *Mmp9* and *Slpi* in *Slpi*^−/−^ BMEos transfected with a plasmid carrying the *Slpi* gene. **(D)** Immunoblotting of MMP-9 in the indicated cells. **(E)** Immunoblotting of MMP-9 in B6 and *Slpi*^−/−^ BMEos after LPS (1 µg/ml) or interleukin (IL)-5 (10 ng/ml) stimulation for 6 h. **(B,C)** Data were normalized to the housekeeping *Rps16* (mean ± SD). *n* = 4. ** *P* < 0.01. **(D,E)** β-actin was used as a control. Data are representative of three separate experiments.

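Besides *Mmp9*, few named genes above background differed at least 2-fold between *Slpi*-/- and B6 BMEos, and the numbers depend on the signal required. Without LPS, 7 genes were higher and 5 lower in *Slpi*-/- BMEos, and with LPS, 10 were higher and 9 lower. Across both states, 4 genes were higher: *Mmp9*, *Cndp2*, which encodes a cytosolic dipeptidase, *Retnla*, which encodes a secreted resistin-like protein, and *Hbb-y*, an embryonic globin gene. *Slpi* was the 1 gene lower in both. *Cndp2* had log2 differences of 1.73 without LPS and 1.62 with LPS, *Retnla* of 1.13 and 1.51, and *Hbb-y* of 1.01 and 1.17. *Hspa1a*, an inducible heat shock gene, differed by 1.55 without LPS, from 9.71 in B6 to 11.26 in *Slpi*-/- BMEos, and read 6.18 and 6.01 with LPS. *Serinc3*, a membrane protein gene that lies near *Slpi* on chromosome 2, read 12.67 in B6 and 11.49 in *Slpi*-/- BMEos with LPS. The interferon-induced antiviral genes *Mx1*, *Xaf1* and *Rtp4* were higher in *Slpi*-/- BMEos with LPS, by 1.37, 1.21 and 1.12. Of the interferon-induced genes listed, 18 lay above background with LPS and all 18 were higher in *Slpi*-/- BMEos, with a median of 0.68 (percentile 100.0 of random lists). Without LPS, 11 lay above background, with a median of 0.19 (percentile 99.96). Over both states, 0 of 18 interferon-induced genes passed in limma, 13 had an unadjusted p under 0.05, and 10 rose adjusted over the list alone. The 26 genes of proliferation had a median of -0.23 without LPS (percentile 0) and of 0.07 with LPS (percentile 95.4). None of them passed in limma over both states (0 of 26), 0 passed adjusted over the list alone, and 0 had an unadjusted p under 0.05. The differences of the 11393 genes above background in both pairs had a Pearson r of 0.15 across genes, which are not independent replicates. With no filter on signal, 21 genes were higher and 9 lower without LPS, and 17 higher and 22 lower with LPS. With background at the 99th percentile of olfactory receptor genes, 3 were lower without LPS and 4 with LPS, and with a gene's probe sets averaged, 3 were lower without LPS. Over all probe sets, named or not, which were counted after the data were seen, 445 were higher and 314 lower without LPS, and 445 higher and 444 lower with LPS.

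**Figure D2:**
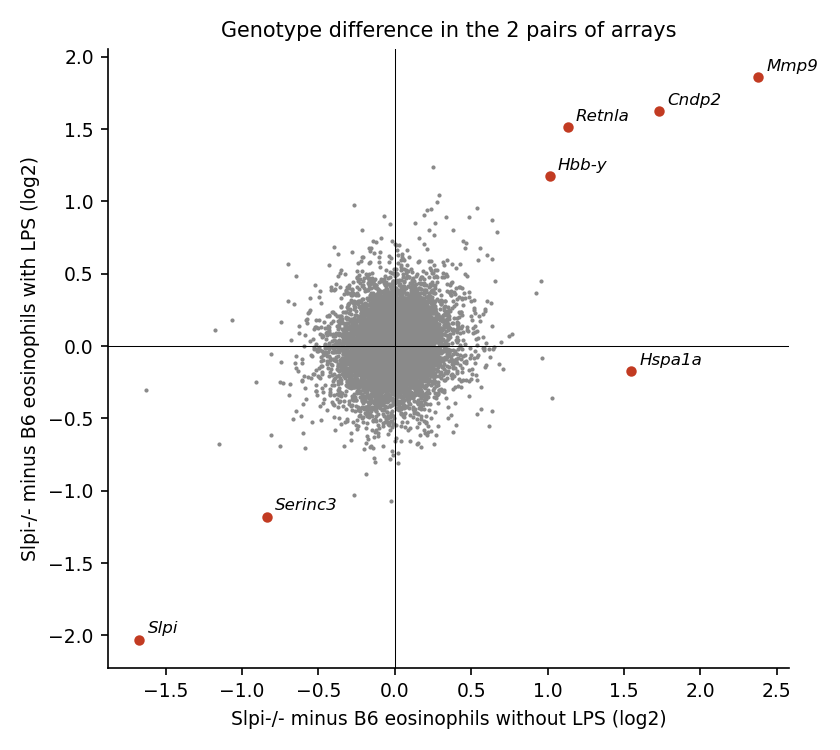
Log2 differences between *Slpi*-/- and B6 BMEos without LPS and with LPS, 1 point per named gene above background in both pairs and 1 array per condition. *Mmp9* lies highest on both axes, at 2.38 and 1.86, and *Slpi* lowest, at -1.67 and -2.03.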

### SLPI Negatively Regulates JNK1 and Elk-1 Activation, and Interacts with the JIP3 Scaffold Protein

The expression of the *Mmp9* gene is induced upon the phosphorylation of several transcription factors, including NF-κB and Elk-1 (37, 38). Because SLPI is shown to regulate NF-κB activation in macrophages and neutrophils upon LPS stimulation (17, 20, 21), we investigated the TLR4-downstream signaling in eosinophils (Figure 6A). In contrast to the previous results, the degradation of IκBα/β was not clearly observed in B6 or *Slpi*^−/−^ BMEos though the degradation of IκBα was slightly but not significantly increased in *Slpi*^−/−^ BMEos in 60 min after stimulation (Figure 6A, lanes 1 and 2). The phosphorylation of NF-κB p65 in B6 and *Slpi*^−/−^ BMEos was comparable (Figure 6A, lanes 3 and 4). In addition, we were unable to detect the activation of NF-κB or CCAAT enhancer binding proteins (C/EBPs) in an EMSA (data not shown).

**Figure 6:**
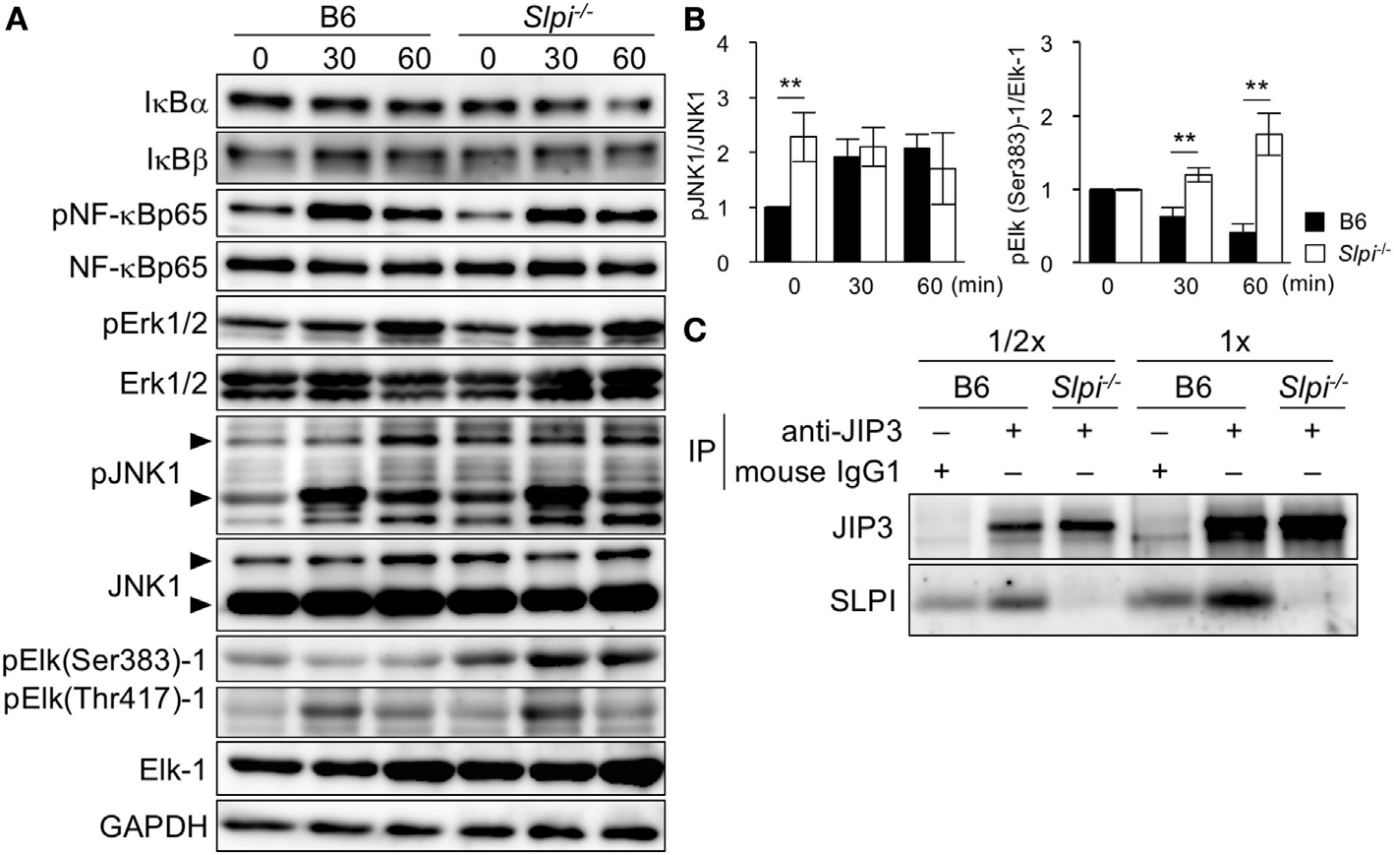
Secretory leukoprotease inhibitor (SLPI) interact with the JNK-interacting protein 3 (JIP3) scaffold protein, and negatively regulates Toll-like receptor (TLR) 4-mediated Elk-1 activation. **(A)** B6 and *Slpi*^−/−^ bone marrow-derived eosinophils (BMEos) were stimulated with lipopolysaccharide (LPS) (1 µg/ml). Immunoblots of the indicated proteins are shown. The arrows indicate the p54 and P46 isoforms of JNK1. GAPDH was used as loading and internal monitoring controls. **(B)** The relative intensities of pJNK1/JNK1 and pSer383 Elk-1/Elk-1 in B6 and *Slpi*^−/−^ BMEos were estimated by densitometric scanning with normalization to GAPDH (means ± SD). *n* = 3. *P < 0.05. **P < 0.01. **(C)** JIP3 and SLPI after the precipitation of anti-JIP3 Ab or control mouse IgG_1_ in B6 and *Slpi*^−/−^ BMEos. The loading volumes (1/2 and 1/1) are shown. **(A,C)** Data are representative of three separate experiments.

Lipopolysaccharide also activates MAP kinase signaling, Erk1/2 and JNK1. Both pErk1/2 and pJNK1 phosphorylate the transcriptional factor Elk-1, which has multiple serine (Ser) and threonine (Thr) phosphorylation sites (39, 40). Although pSer384 Elk-1 mainly contributes to the transcriptional activation of Elk-1 (39–41), pThr418 Elk-1 counteracts the transcriptional activation of Elk-1 itself (41). We therefore examined the phosphorylation of Erk1/2, JNK1, and Elk-1 (murine Ser383 and Thr417) upon LPS stimulation (Figure 6A). While Erk1/2 phosphorylation was comparably increased in B6 and *Slpi*^−/−^ BMEos, JNK1 was significantly phosphorylated in *Slpi*^−/−^ BMEos without stimulation (Figure 6A, lanes 7 and 8 and Figure 6B, left panel). Surprisingly, pSer383 Elk-1 was increased in *Slpi*^−/−^ BMEos, whereas Elk-1 (Ser383) was barely phosphorylated in B6 BMEos, even after LPS stimulation (Figure 6A, lanes 9 and 11 and Figure 6B, right panel). Conversely, Thr418 Elk-1 was equivalently phosphorylated in both B6 and *Slpi*^−/−^ BMEos (Figure 6A, lanes 10 and 11), inferring that SLPI represses pSer383 Elk-1 *via* association with JNK1 and/or Elk-1. We therefore performed an immunoprecipitation assay using anti-SLPI and JNK1 or Elk-1 antibodies; however, we were unable to detect any interaction between these molecules (data not shown). It was reported that the JIP family proteins function as specific scaffold proteins for JNK signaling (24, 25). Although our microarray data showed that B6 and *Slpi*^−/−^ BMEos express JIP1 and 3 genes (GSE87638), we found that JIP3, but not JIP1, is present in both eosinophils at the protein level (data not shown). 

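*Mapk8ip3*, which encodes JIP3, was well above background in BMEos, and *Mapk8ip1*, which encodes JIP1, was only slightly above it. *Mapk8ip3* (gene ID 30957) had log2 signals of 8.51 in B6 and 8.50 in *Slpi*-/- BMEos without LPS, and of 8.18 and 8.26 with LPS. *Mapk8ip1* (gene ID 19099) had signals of 5.90 in B6 and 5.93 in *Slpi*-/- BMEos without LPS, and of 6.22 and 6.28 with LPS. Both genes lay above background on 4 of 4 BMEos arrays. At a background set to the 99th percentile of olfactory receptor genes, *Mapk8ip3* stayed above on 4 arrays and *Mapk8ip1* on 0. The related scaffold gene *Spag9*, which encodes JIP4, had signals of 8.59 in B6 and 8.61 in *Slpi*-/- BMEos without LPS, and the JNK1 gene *Mapk8* had 7.19 and 7.33. Over both LPS states, the genotypes differed by 0.03 in *Mapk8ip3* (SE 0.12) and by 0.05 in *Mapk8ip1* (SE 0.09), each with an adjusted p of 0.998 from limma, and the *Slpi*-/- signal was higher in 1 of 2 pairs and in 2 of 2 pairs. Of 17 tested genes of the JNK pathway, 0 passed for the genotype in limma, 0 passed adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was *Mapk9*, which encodes JNK2, with a difference of -0.44 (adjusted p = 0.859 from limma), lower in *Slpi*-/- BMEos in 2 of 2 pairs.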

JIP3 is shown to bind to the cytoplasmic domains of TLR4 with or without LPS stimulation and regulates JNK1 signaling (42). In addition, JIP3 promotes the retrograde transportation of JNK1 and lysosome (43). Because SLPI is secreted in response to various stimuli (13, 15) (Figure 5E), we examined the interaction between JIP3 and SLPI at the steady state. An immunoprecipitation assay using mouse anti-JIP3 antibody showed that JIP3 associates with SLPI (Figure 6C). These results suggested that SLPI is associated with the JIP3 scaffold protein and represses Elk-1 activation in eosinophils.

### The Disruption of SLPI Augments Eosinophil-Mediated Airway Inflammation

To investigate whether or not SLPI contributes to eosinophil-mediated inflammatory responses *in vivo*, we examined HDM (house dust mite)-induced airway inflammation because TLR4 has an essential role in the HDM model (44). Mice were intranasally sensitized with small amounts of HDM (1 µg) on Day 0 and subsequently challenged on Days 7–11. After HDM, the frequency and numbers of eosinophils in the bronchoalveolar lavage fluid (BALF) cells of *Slpi*^−/−^ mice were significantly higher exposure than those in B6 mice (Figures 7A,B). A histopathological examination of a lung specimen showed that the cellular infiltration in *Slpi*^−/−^ mice was markedly greater than that in B6 mice (Figure 7C). In addition, as shown in Figure S5 in Supplementary Material, the expression of MMP-9 in the BALF were augmented in *Slpi*^−/−^ mice in comparison to B6 mice. The results were also consistent with the eosinophil numbers in the BALF.

**Figure 7:**
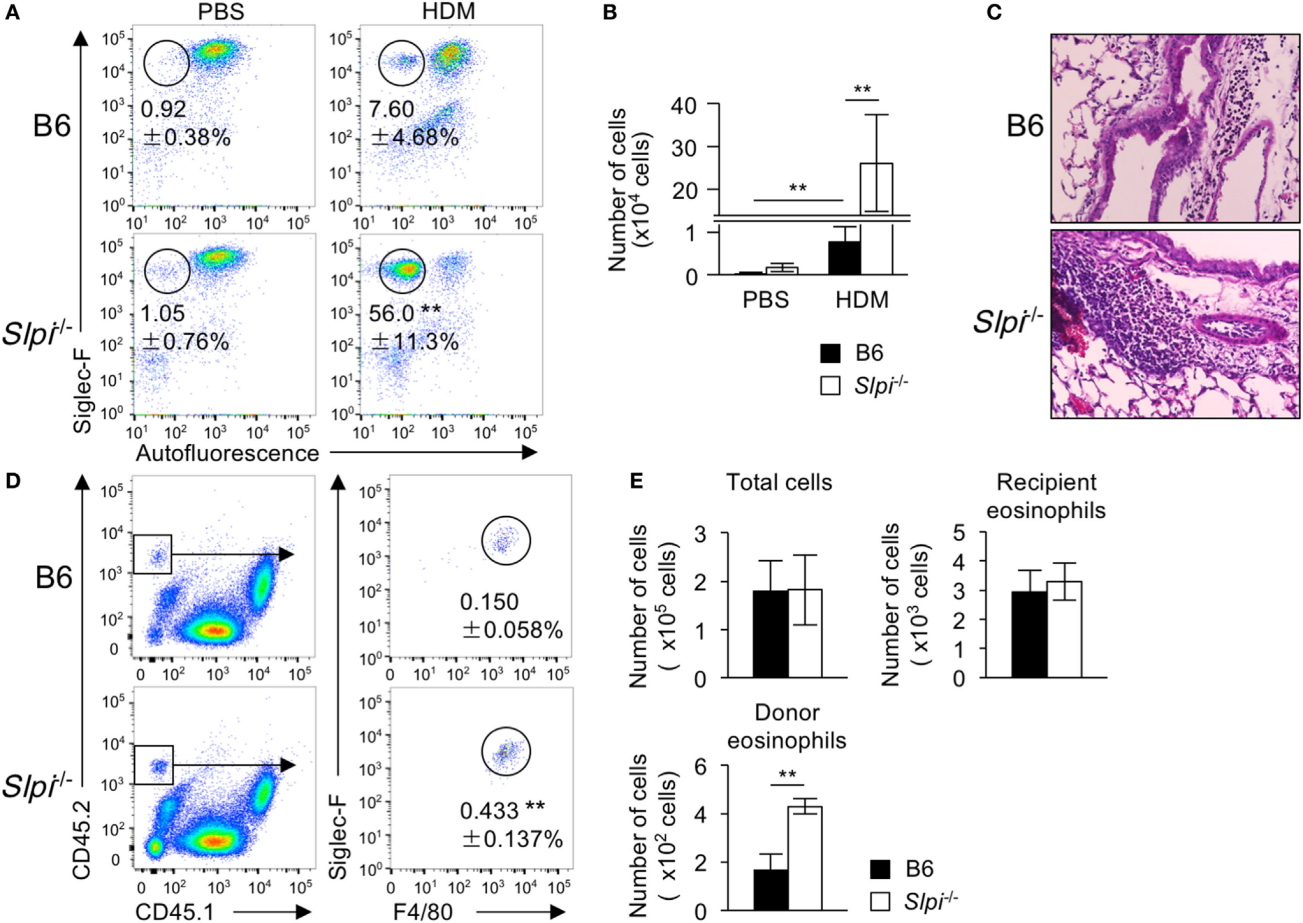
The disruption of secretory leukoprotease inhibitor (SLPI) augments eosinophil-mediated airway inflammation. **(A–C)** The house-dust mite (HDM)-induced asthmatic model. Mice were intranasally sensitized with 1 µg of HDM on Day 0 and were challenged 7 days later with exposure to 1 µg of HDM for 5 consecutive days. **(A)** The percentages of eosinophils (Siglec-F^+^ Autofluorescence^-^) among bronchoalveolar lavage fluid (BALF) cells from B6 and *Slpi*^−/−^ mice at 72 h after the last HDM challenge. **(B)** The number of eosinophils among the BALF cells on Day 14. **(C)** Lung sections from specimens obtained on Day 14 were stained with HE. **(D,E)** Chitin-induced airway inflammation using an eosinophil adaptive transfer system. CD45.2^+^ donor B6 or *Slpi*^−/−^ BMEos were intravenously transferred into allergen-challenged CD45.1^+^ recipients. **(D)** The left panel shows the population of CD45.1^+^ recipient and CD45.2^+^ donor cells among BALF cells. The right panel shows donor Siglec-F^+^ F4/80^+^ eosinophils in CD45.1 recipient mice 1 day after the antigen challenge. **(E)** The numbers of total cells, recipient eosinophils (CD45.1^+^CD45.2^−^ Siglec-F^+^ F4/80^+^cells), and donor eosinophils among BALF cells are shown. All data are representative of three separate experiments and are shown as the mean ± SD **(A,B)** *n* = 8–11, **(D,E)** *n* = 4–6. *P < 0.05, **P < 0.01.

Fungal chitin was found to induce acute eosinophilic allergic inflammation in a Myd88-dependent manner (34). We therefore used the adaptive transfer of eosinophils to examine chitin-induced airway inflammation (28). BMEos (CD45.2) were adoptively transferred in CD45.1 congenic B6 mice. Simultaneously, chitin was intranasally administered to the transferred mice. One day after the antigen challenge, we evaluated the fraction of donor (CD45.2^+^) and recipient (CD45.1^+^) Siglec-F^+^ eosinophils among BALF cells. As shown in Figures 7D,E, the numbers of the recipient eosinophils were comparable between the transferred mice, whereas the population of CD45.2^+^ donor eosinophils in mice transferred with *Slpi*^−/−^ BMEos was significantly higher than that in those that received B6 eosinophils. These results showed that SLPI regulates eosinophil-mediated airway inflammation.

## Discussion

The present study showed, for the first time, that endogenous SLPI negatively regulates the activation of basophils and eosinophils. We found that SLPI is expressed in basophils and eosinophils and that it inhibits the cytokine responses of these allergic effector cells. Notably, our data suggested that SLPI transcriptionally regulates the MMP-9 expression and suppresses Elk-1 phosphorylation *via* interaction with the JIP3 scaffold protein in eosinophils.

Our study showed that although mast cells are derived from the same common myeloid progenitors as basophils and eosinophils, they do not express SLPI. Although the regulation of the SLPI expression during differentiation remains largely unclear, a previous report showed that the expression of SLPI is upregulated in myelocytes/metamyelocytes (granulocyte progenitor cells), based on the increased expression of C/EBPα and C/EBPε (45). While C/EBPα was shown differentiation of mast cells (46). C/EBPε activates eosinophil development but is dispensable for mast cell differentiation (47). Indeed, our DNA microarray analysis provided supporting data showing that basophils and eosinophils—but not mast cells—highly express C/EBPα and C/EBPε genes (Figure S6 in Supplementary Material). Moreover, in the promoter region of the SLPI gene, the binding sites for the transcription factors associated with mast cell differentiation have not been identified (48). Thus, the transcriptional factors involved in the terminal development of mast cells may not induce the expression of SLPI; however, further studies are needed to clarify whether or not C/EBPα and C/EBPε affect the expression of SLPI.

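*Cebpa*, which encodes C/EBPα, a factor of early granulocyte development, had a high signal in BMBs, and *Cebpe*, which encodes C/EBPε, a factor of late granulocyte development, had a high signal in BMEos. In B6 cells, *Cebpa* (gene ID 12606) had log2 signals of 10.07 in BMBs, 6.59 in BMEos and 6.49 in mast cells. Against mast cells, this was a difference of 3.58 in BMBs and of 0.10 in BMEos. *Cebpe* (gene ID 110794) had signals of 10.36 in B6 BMEos, 5.99 in BMBs and 6.12 in mast cells, a difference of 4.24 in BMEos and of -0.12 in BMBs. With B6 and *Slpi*-/- arrays as the samples of each unstimulated cell type, *Cebpa* rose by 3.83 from mast cells to BMBs (SE 0.15, adjusted p = 5.34e-06 from limma), and *Cebpe* rose by 4.26 from mast cells to BMEos (SE 0.10, adjusted p = 3.52e-07 from limma), each in both genotypes. The difference of *Cebpa* between BMEos and mast cells was 0.40 (adjusted p = 0.0693 from limma), with 0.70 in *Slpi*-/- cells, and did not pass. It passed when the arrays were centred, quantile-normalized, given a trend of the variance on mean signal, or fitted with all 10 arrays, with adjusted p from 0.0121 to 0.52 over the alternatives. *Cebpe* in BMBs differed from mast cells by -0.19 (adjusted p = 0.181 from limma), lower in both genotypes. The methods' t-test gave unadjusted p of 0.0411 for *Cebpa* in BMBs and 0.00363 for *Cebpe* in BMEos, and adjusted p of 0.273 and 0.15. The paper sets the levels of these genes beside an earlier report that ties SLPI in granulocyte progenitors to C/EBPα and C/EBPε, and proposes that factors of terminal mast cell development may not induce SLPI, adding that further studies are needed.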

A previous study reported that SLPI knockdown by shRNA impairs the human myeloid cell differentiation induced by granulocyte colony-stimulating factor (G-CSF) *via* the reduction of Erk and lymphoid enhancer-binding factor phosphorylation (45). In contrast, our data suggested that SLPI is dispensable for basophil and eosinophil differentiation. While G-CSF is critical for the terminal differentiation of neutrophils by association with a specific G-CSF receptor, the terminal differentiation of basophils and eosinophils is induced differently, mainly by IL-3 and IL-5, respectively, which utilize a common β-chain subunit of GM-CSF/IL-3/IL-5 receptors (49). SLPI may have a different influence on cytokine signaling transduction during cellular development.

In the present study, the cytokine production in *Slpi*^−/−^ BMBs was augmented after IgE stimulation in comparison to B6 BMBs, implying that basophil SLPI inhibits the IgE-mediated signaling cascade; however, we found no obvious evidence to show that the disruption of SLPI affects the NF-κB pathways, suggesting that SLPI controls cytokine secretion in an NF-κB-independent manner. Moreover, although MAP kinase-downstream Elk-1 has been shown to have an essential role in FcεRI-mediated mast cell activation (50), the Elk-1 phosphorylation was not elevated in either B6 or *Slpi*^−/−^ BMBs during IgE stimulation (Figure S7 in Supplementary Material), inferring that Elk-1 is scarcely involved in IgE signaling in basophils. Basophils produce various cytokines, and also express cytokine receptors for IL-3, 18, 33, and GM-CSF, which are shown to induce autocrine and/or paracrine signals in response to cellular activation *via* diverse pathways, including JAK-STAT signaling (4, 51, 52). In addition, a recent study showed that extracellular adenosine 5′-triphosphate (ATP), which is released from basophils upon IgE stimulation, induce IL-4 and 6 secretions in an autocrine manner (53). Although further studies are needed to clarify how SLPI inhibits FcεRI-mediated signals, SLPI may regulate basophil activation *via* the inhibition of signaling molecules other than the NF-κB pathway.

Our data showed that tryptase activities in *Slpi*^−/−^ BMBs were increased in comparison to B6 BMBs. It was shown that tryptase promotes acute airway hyperresponsiveness (AHR) by protease-activated receptor 2, which enhances the vascular permeability of endothelial cells (54). Mice transferred with *Slpi*^−/−^ BMBs showed an increased ear thickness; thus, basophil SLPI may regulates allergic responses in part through the suppression of tryptase activities. Conversely, like neutrophils and eosinophils, basophils are also shown to develop basophil extracellular traps (BETs) in response to IgE (55). Because *Slpi*^−/−^ mice displayed higher neutrophil extracellular trap (NET) formation (15), BET formation may be also involved in the pathological exacerbation in *Slpi*^−/−^ BMBs-transferred mice; however, further studies are needed to clarify this point. A recent study using a model of Th1-type chronic asthma showed that IFN-γ contributes to the development of AHR, and demonstrated an inverse correlation between IFN-γ and SLPI (23). While the absence of IFN-γ increased SLPI transcription, the addition of exogenous SLPI inhibited the IFN-γ secretion in AHR (23). Furthermore, *Slpi*^−/−^ mice exhibited increased cytokine production (including IFN-γ) in a model of ovalbumin-sensitized asthma (22). Although a previous study showed that IFN-γ stimulation cannot induce cytokine secretion from human basophils (56), IFN-γ may be indirectly involved with the *in vivo* phenotype of *Slpi*^−/−^ BMBs-transferred mice.

*Slpi*^−/−^ BMEos showed considerably higher MMP-9 expression (at the mRNA and protein levels) in comparison to the B6 BMEos before and after LPS stimulation. 

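Taken over both LPS states, *Slpi* was the gene of 13571 tested that passed for the genotype in BMEos, and the gelatinase gene *Mmp9* did not pass. *Slpi* fell by 1.85 on the log2 scale in *Slpi*-/- BMEos (SE 0.12, adjusted p = 0.0277 from limma), lower in 2 of 2 pairs, with adjusted p of 0.00391 to 0.913 over its alternatives. The call of *Slpi* was lost, with 0 genes called in limma, after quantile normalization, with all named genes, with the 4 BMEos arrays alone and with either pair left out, and also by the methods' t-test. *Mmp9* differed by 2.12 (SE 0.22, adjusted p = 0.133 from limma), higher in *Slpi*-/- BMEos in 2 of 2 pairs. Its adjusted p ranged from 0.037 to 0.913 over the alternatives, and it passed where the variance was given a trend on mean signal (0.037). *Mmp9* lies on the same chromosome as *Slpi*, with 25 measured genes between them. The dipeptidase gene *Cndp2* differed by 1.68 (adjusted p = 0.121 from limma) and *Retnla* by 1.32 (adjusted p = 0.111 from limma), both higher in 2 of 2 pairs. Of 18 tested genes of MMPs and their tissue inhibitors, 0 passed over all genes, 1 had an unadjusted p under 0.05, and 1 rose when adjusted over the list alone, which was *Mmp9*. With LPS, *Mmp9* differed by -0.31 from the state without LPS (adjusted p = 0.334 from limma), lower in 2 of 2 genotypes. Across all tested genes, 785 had an unadjusted p under 0.05 for the genotype, 360 of them higher and 425 lower in *Slpi*-/- BMEos. The methods' t-test gave 724 genes at that level and 0 after Benjamini-Hochberg adjustment. On 2 pairs this t-test has 1 degree of freedom, and it also gave 0 for LPS, so its 0 says little about the genotype. From the transfer of an *Slpi* plasmid (Figure 5C) and the unaltered MMP-9 protein of BMBs and BM cells (Figure 5D), the paper proposes that SLPI represses the transcription of *Mmp9* in eosinophils.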

An *Slpi* plasmid transfer analysis indicated that SLPI represses MMP-9 transcription (Figure 5C), suggesting that although SLPI does not affect the eosinophil proliferation and morphology, it transcriptionally regulates the MMP-9 expression during development. Eosinophils are induced to terminally differentiate from BM cells by IL-5 after the culturing of SCF and Flt3L (7, 8, 49); however, as Figure 5E shows, we found that after IL-5 stimulation, the MMP-9 expression was not altered in either B6 or *Slpi*^−/−^BMEos, suggesting that IL-5 does not affect the MMP-9 expression in terminally differentiated eosinophils. JNK1 has been shown to promote the expression of MMP-9 though NF-κB and c-jun/c-fos complex (57). Since JNK1 phosphorylation was enhanced in steady state *Slpi*^−/−^ BMEos, it is possible that constitutive JNK1 activation may lead to the upregulation of MMP-9 in *Slpi*^−/−^ BMEos. Although further experiments are needed to clarify how SLPI affects the alteration of genes related to the expression of MMP-9, SLPI may regulate the MMP-9 expression during the eosinophil differentiation process.

Although high levels of MMP-9 proteins were observed with or without LPS treatment, *Slpi*^−/−^ BMEos showed augmented invasive activity upon stimulation, suggesting that MMP-9 augmentation is barely involved in the LPS-induced invasion of *Slpi*^−/−^ BMEos. A recent study demonstrated that the knockdown of SLPI by siRNA upregulated the expression of monocyte chemotactic protein-1 in LPS-treated periodontal ligament cells (58). Our microarray data also showed that several genes of chemokines and chemokine receptors are expressed in both B6 and *Slpi*^−/−^ BMEos (GSE87638). Moreover, it was shown that Elk-1 positively regulates the transcription of cell adhesion and migration molecules, such as connective tissue growth factor (59). 

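BMEos of both genotypes had transcripts of CC chemokines and of receptors for eotaxin and CXCL12. *Ccl6*, which encodes a myeloid CC chemokine, had signals of 13.09 in B6 and 13.08 in *Slpi*-/- BMEos without LPS. *Ccl9*, another myeloid chemokine gene, had signals of 10.87 and 11.20, and *Ccl3*, which encodes MIP-1α, had 10.78 and 10.59. *Ccr3*, which encodes the eotaxin receptor, had signals of 12.25 and 12.30, and *Cxcr4*, which encodes the receptor of CXCL12, had 11.27 and 11.21. Of 36 measured chemokine genes, 14 lay above background on all 4 BMEos arrays, and of 24 measured receptor genes, 10 did. At the 99th percentile of olfactory receptor genes, 6 chemokine genes and 8 receptor genes did. *Ccl2*, which encodes monocyte chemotactic protein-1, read 5.76 in B6 and 5.88 in *Slpi*-/- BMEos without LPS, and 6.58 and 6.48 with LPS. For the genotype, 0 of 24 tested chemokine genes and 0 of 15 tested receptor genes passed in limma, 0 and 0 passed adjusted over the list alone, and 2 and 2 had an unadjusted p under 0.05. With LPS, 10 of the 24 chemokine genes rose and 0 fell in limma (10 and 0 adjusted over the list alone), and 12 had an unadjusted p under 0.05. *Ccl3* rose by 2.38 (adjusted p = 3.73e-05 from limma), and *Ccl5*, which encodes RANTES, rose by 4.06 (adjusted p = 0.00456 from limma), each in both genotypes. Of the 15 receptor genes, 2 rose, 3 fell and 10 did not pass (2 and 3 adjusted over the list alone). *Cxcr4* fell by 2.37 (adjusted p = 5.48e-05 from limma), and *Cxcr2*, a neutrophil chemokine receptor gene, fell by 1.30 (adjusted p = 4.52e-04 from limma), each in both genotypes. The arrays with LPS also differed from those without in the sex-linked genes *Xist* (higher by 5.17, from below background) and *Eif2s3y* (which fell by 4.95, to below background).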

Although further studies are needed, SLPI may—upon LPS stimulation—inhibit other factors (other than MMP-9) to facilitate invasion.

Elk-1 was remarkably phosphorylated at Ser384 in *Slpi*^−/−^ BMEos after LPS stimulation, suggesting that SLPI regulates the production of IL-6 *via* the suppression of Elk-1 activation. There is currently no evidence to show the direct binding of Elk-1 to the IL-6 gene promoter; however, previous studies have shown that Elk-1 plays an essential role in cytokine production *via* the induction of transcriptional factor Egr-1 (60, 61). Elk-1 has been shown to be indispensable for the expression of Egr-1 (62), and Elk-1—together with a cofactor protein, serum response factor (SRF)—immediately induces the expression of transcriptional factor Egr-1, which evokes the gene expression of cytokines including IL-6 and TNF-α (63). Although we did not obtain data showing the contribution of Elk-1 in the IL-6 production because we were unable sufficiently to reduce the Elk-1 proteins by the use of small interfering RNA in primary BMEos (data not shown), it is possible that the augmented phosphorylation of Elk-1 at Ser383 indirectly increased IL-6 production in *Slpi*^−/−^ BMEos. Conversely, pSer383 Elk-1 was barely observed in B6 BMEos, while JNK1 and Erk1/2 were phosphorylated, inferring that neither kinase promotes the Ser383 phosphorylation of Elk-1 in B6 BMEos. In addition, JNK1 phosphorylation was constitutively augmented in *Slpi*^−/−^ BMEos without stimulation, suggesting that pJNK1 is not directly connected with Elk-1 activation upon stimulation. On the other hand, JIP3 also has been shown to act as an essential transporter of pJNK1 *via* interaction with motor complexes (43), implying that the SLPI–JIP3 interaction regulates pJNK1 transportation; however, we were clearly unable to detect pJNK1 proteins associated with JIP3 immunoprecipitates under our experiment conditions (data not shown). It was shown that JIP proteins form complexes with multiple proteins, including JNK signaling cascade (64). A recent report demonstrated that Elk-1 phosphorylation at Ser384 occurs faster than that at Thr418 after stimulation (41). Although further studies are needed to clarify the detailed mechanism how SLPI regulates the interaction between JIP3 and pJNK1, SLPI may indirectly interfere with the rapid access of pJNK1 to the Elk-1 phosphorylation site of Ser384 *via* an association with JIP3.

In summary, we highlighted that SLPI is an endogenous negative regulator in basophils and eosinophils. Our data also suggested a new role of SLPI in the regulation of TLR4 signaling, which could regulate excessive Elk-1 activation in eosinophils. Basophils are essential for allergic cutaneous and airway inflammation (4, 5, 65). In addition to allergies, excessive eosinophil activation leads to chronic inflammatory diseases (7, 8, 49). The regulation of the SLPI pathway may therefore counteract basophil-and/or eosinophil-associated disorders.

## Ethics Statement

All of the studies were approved by the Animal Studies Committee at Kanazawa Medical University and Tohoku Medical and Pharmaceutical University.

## Author Contributions

SM and AN designed the experiments. SM, TY-W, KT, TS, MS, and AN performed the experiments and analyzed the data. TT, TK, and TN provided the materials. SM, TS, MS, TT, TK, TN, and AN wrote and reviewed the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of Secretory Leukoprotease Inhibitor As an Endogenous Negative Regulator in Allergic Effector Cells
**Source:** Front Immunol. 2017 Nov 13;8:1538. doi: 10.3389/fimmu.2017.01538
**Supplement:** Supplementary file 1

***Supplementary Material***

**Identification of Secretory Leukoprotease Inhibitor as an endogenous negative regulator in allergic effector cells**

Shintaro Matsuba, Toshiki Yabe-Wada, Kazuya Takeda, Tetsuya Sato, Mikita Suyama, Toshiyuki Takai, Toshiaki Kikuchi, Toshihiro Nukiwa, Akira Nakamura*****

**Supplemental Figures**

**Supplemental Figure 1 (A)** Splenic FcεRI^+^ Basophils and Siglec-F^+^ eosinophils were sorted from spleen cells after the depletion of CD4^+^, CD8^+^, and B200^+^ cells. Upper-left panel shows the expression of Siglec-F^+^FcεRI^+^ cells in CD4-CD8-B200-depleted spleen cells. FcεRI^+^ cells and Siglec-F^+^ cells are isolated from CD4-CD8-B200-depleted spleen cells by cell sorter. Upper-right panel shows FceRI^+^DX5^+^ fractions in sorted cells (basophils; purify≥90%). Lower-right panels shows Siglec-F^+^ fractions in sorted cells (eosinophils; purify≥90%). **(B)** Siglec-F^+^ eosinophils were sorted from the fluids of the peritoneal cavity (PEC). Left panel shows the subset of Siglec-F^+^FcεRI^+^ cells in PEC. Right panel shows sorted Siglec-F^+^ cells (eosinophils; purify≥90%).

**Supplemental Figure 2.** SLPI is dispensable mast cell differentiation and activation. **(A)** Proliferative kinetics of BM cells isolated from B6 and *Slpi*^-/-^ mice during mast cell differentiation. BM cells were cultured with IL-3 for 35 days. Numbers indicate the mean ± SEM (*n*=3 per group). **(B)** The fraction of c-kit^+^ FcεRI^+^ cells (mast cells) from B6 and *Slpi*^-/-^ BM cells on Day 35. Data are representative of three independent experiments. **(C, D)** BM-derived B6 and *Slpi*^-/-^ mast cells were incubated with TNP-OVA for 12 h at the indicated concentrations 1 h after administration of 5 µg/ml anti-TNP-IgE, or were stimulated with LPS at the indicated concentrations. Percentages of β-HEX release **(C)**, and levels of IL-6 **(D)** from B6 and *Slpi*^-/-^ mast cells are shown. Data show the mean ± SEM of three different cell cultures. **(E)** Changes in rectal temperature of mice during IgE-induced systemic anaphylaxis. B6 (filled circle) and *Slpi*^-/-^ (open circle) mice intravenously received 1.0 mg TNP-OVA 24 h after administration with anti-TNP IgE. The monitoring of rectal temperature was started at the time of antigen injection using a rectal probe coupled to a digital thermometer (Natsume Seisakusyo). Data are expressed as mean ± SD (*n* = 3).

**Supplemental Figure 3.** Differentiation of basophils derived from BM cells of B6 and *Slpi*^-/-^ mice. **(A)** Proliferative kinetics of BM cells isolated from B6 and *Slpi*^-/-^ mice during basophil differentiation. BM cells were cultured with IL-3 for 12 days. **(B)** The fraction of c-kit^+^ FcεRI^+^ cells from B6 and *Slpi*^-/-^ BM cells on Day 12 (left panel). Subsets of DX5^+^ FcεRI^+^ cells (basophils) after magnetic separation by anti-DX5 mAb (right panel). **(C)** Representative histograms of the indicated surface antigens from B6 (solid line) or *Slpi*^-/-^ (dotted line) BM-derived basophils (BMBs). The shaded area shows the isotype control. **(D)** Immunoblotting of MCP8, MCP11, and SLPI in whole-cell lysates of B6 and *Slpi*^-/-^ BMBs. β-actin was used as loading and internal monitoring controls. **(E)** The amounts of β-hexosaminidase from B6 and *Slpi*^-/-^ BMBs. **(A)** The numbers indicate the mean ± SEM (n=3 per group). **(B–D)** Data are representative of three independent experiments. **(E)** Data show the mean ± SEM of three different cell cultures obtained from different mice.

**Supplemental Figure 4.** Differentiation of eosinophils derived from BM cells of B6 and *Slpi*^-/-^ mice. **(A)** Proliferative kinetics of BM cells isolated from B6 and *Slpi*^-/-^ mice during eosinophil differentiation. BM cells were cultured in the presence of SCF and Flt3L for 4 days. Thereafter, the medium was replaced with IL-5-containg medium. (up to Day 14) **(B)** The fraction of Siglec-F^+^ cells (eosinophils) from B6 and *Slpi*^-/-^ BM cells on Day 12. **(C)** Representative histograms of the indicated surface antigens from B6 (solid line) or *Slpi*^-/-^ (dotted line) BM-derived eosinophils (BMEos). The shaded area shows the isotype control. **(D)** The amounts of eosinophil peroxidase (EPO) in B6 and *Slpi*^-/-^ BMEos. **(A)** The numbers indicate the mean ± SEM (n=3 per group). **(B, C)** Data are representative of three independent experiments. **(D)** Data show the mean ± SEM of three different cell cultures obtained from different mice.

**Supplemental Figure 5.** SLPI deficiency increased the MMP-9 expression in an HDM-induced asthmatic model. Immunoblots of MMP-9 in the BALF from B6 and *Slpi*^-/-^ mice on day 14. Left panel shows the relative intensities of MMP-9 in B6 and *Slpi^-^*^/-^ BMEos. The relative intensities were quantified with respect to the mean intensity of B6 MMP-9 set to 1.0. Right panel shows the number of eosinophils from the same samples. Data are expressed as mean ± SD (*n* = 5). * P < 0.05.

**Supplemental Figure 6.** Gene expression of the C/EBP family with DNA microarrays in B6 BMBs and BMEos. The gene expression of the C/EBP family with DNA microarrays in B6 basophils and eosinophils. The relative expression against BM-derived B6 mast cells is shown. The scale represents the intensity of gene expression (log2 fold).

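Of the other C/EBP genes, *Cebpb* followed eosinophils and *Cebpg* was highest in basophils. *Cebpb*, which encodes C/EBPβ, a factor of inflammatory gene expression, had log2 signals of 9.74 in B6 BMEos, 7.58 in BMBs and 7.32 in mast cells. It rose by 2.20 from mast cells to BMEos (SE 0.14, adjusted p = 1.66e-05 from limma) and differed by 0.05 in BMBs (adjusted p = 0.826 from limma). *Cebpg*, which encodes C/EBPγ, a partner of other C/EBP proteins, had signals of 7.65 in B6 BMBs, 7.16 in BMEos and 6.77 in mast cells, and it rose by 0.75 in BMBs (adjusted p = 0.00162 from limma) and by 0.31 in BMEos (adjusted p = 0.0454 from limma). The rises of both genes were seen in both genotypes. *Cebpd*, which encodes C/EBPδ, had signals of 6.33 in B6 BMBs, 6.34 in BMEos and 6.18 in mast cells, and *Ddit3*, which encodes the stress factor CHOP, had 8.16, 8.33 and 8.65. Of the 6 measured genes of the family, 2 rose, 0 fell and 4 did not pass in BMBs against mast cells in limma, and 3 had an unadjusted p under 0.05. In BMEos, 3 rose, 0 fell and 3 did not pass in limma, and 4 had an unadjusted p under 0.05. The numbers adjusted over the list alone were also 2 and 3. *Cebpz* had no probe set with 1 gene symbol. The test covered 12998 genes on the 6 unstimulated arrays.

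**Figure D3:**
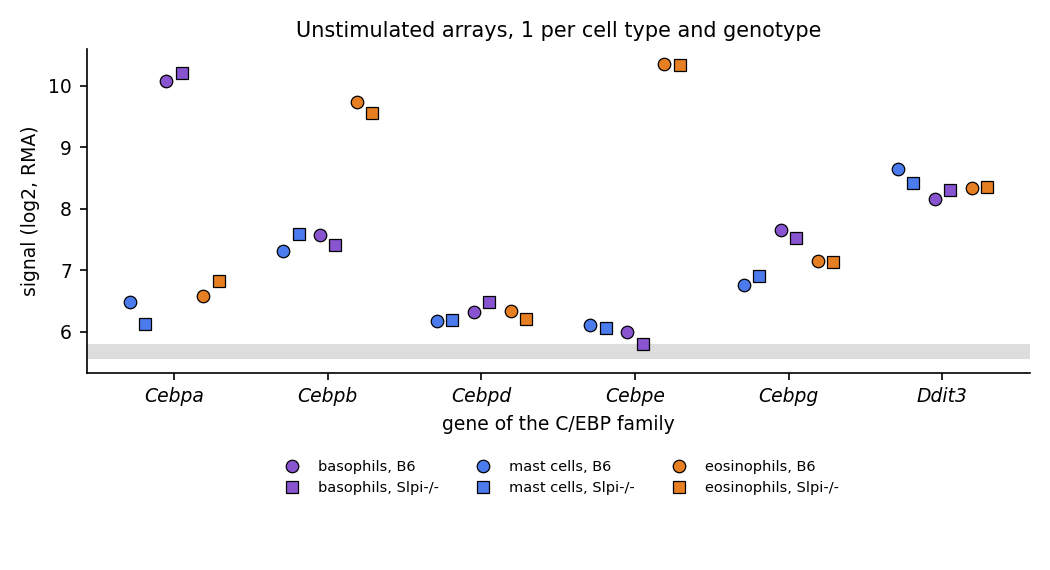
Log2 RMA signals of 6 C/EBP genes on the 6 unstimulated arrays, 1 per cell type and genotype, with the range of background as a grey band. *Cebpa* stands at 10.07 and 10.21 in BMBs, and *Cebpe* at 10.36 and 10.34 in BMEos.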

**Supplemental Figure 7.** Elk-1 phosphorylation in B6 and B6 and *Slpi*^-/-^ BMBs after IgE stimulation. B6 and *Slpi*^-/-^ BMBs were stimulated with TNP-OVA (1 ng/ml) at the indicated time 1 hour after administration of 5 µg/ml anti-TNP-IgE. Representative immunoblotting of pElk-1 (Ser383) and Elk-1 are shown.

How the deposited data were processed for this re-analysis (not part of the article)

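The deposited values came from 10 Affymetrix GeneChip Mouse Gene 1.0 ST arrays of BM-derived cells, 1 array for each combination of genotype (B6 and *Slpi*-/-) with BMBs, BMBs given IgE and antigen, mast cells, BMEos, and BMEos given LPS. The authors summarized the probe signals by robust multi-array averaging (RMA) with the Bioconductor package affy and deposited them as log2 signal, which was used as deposited, with no further normalization. The values lay between 0.572 and 14.1. Each of the 34760 probe sets was named through the platform annotation: 21640 probe sets carry 1 gene symbol, 1321 carry several and 11799 carry none, and 21553 of the first group were matched by gene ID to a RefSeq gene table of assembly GRCm38.p6. Probe sets with several symbols or none stayed out of counts of genes. No coordinates are given, because the annotation of the array names no build, and the table served for names, chromosomes and the order of neighbouring genes.

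The number of arrays limits the precision, and with 1 array per condition a difference between a pair of arrays has no replicate check. Such differences were given as log2 differences with no p. The median difference of a gene list was placed among 10000 random lists of the same size matched on mean signal in 20 bins. A gene was above background on an array when its signal exceeded the 95th percentile of the olfactory receptor genes there, and 55.6% to 60.4% of named genes were. Pearson correlations of the arrays across genes were 0.975 to 0.993 within BMBs, 0.967 to 0.994 within BMEos, 0.993 between the mast cell arrays and 0.870 to 0.936 between cell types.

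Tests across genes were run with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05). The fit of all 10 arrays had a mean for each cell type and genotype, an IgE term and an LPS term, which leaves 2 residual degrees of freedom (prior degrees of freedom 4.48), and it covered 13571 genes above background on at least 1 array. It gave the genotype difference in BMEos and in BMBs, the difference between those, and the IgE and LPS terms. A fit with 1 block for each of the 5 cell and stimulus settings gave the genotype difference over all of them (4 residual degrees of freedom), and a fit of the 6 unstimulated arrays with cell type and genotype compared BMBs and BMEos with mast cells (2 residual degrees of freedom). The pairs come from the design, since arrays of a pair share the cell type and the stimulus, or the genotype. The methods name a paired Student's test for the paper as a whole, and the methods' t-test was run on the same pairs as an alternative. On 2 pairs that t-test has 1 degree of freedom, and after adjustment it called 0 genes for LPS and for IgE too. A failure to pass by it on 2 pairs therefore says little. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

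The alternatives were centring of each array on its median (which moved an array by at most 0.05), quantile normalization, the mean of a gene's probe sets, no filter on signal, the 99th percentile of olfactory receptor genes or the median of all probe sets as background, other fold minimums, a trend of the variance on mean signal, the methods' t-test, the arrays of 1 cell type alone, no genotype block, all 10 arrays for the C/EBP genes, the B6 arrays alone, and each pair left out in turn. Counts over all probe sets and the LPS test without genes on the X and Y chromosomes were chosen after seeing the data. The genes named were every gene the paper names, the 10 highest and 10 lowest of each comparison, and up to 4 members of each of 35 gene lists, of whose 678 genes 613 were measured. *Pkig*, *Cd74*, *Ccl2*, *Serinc3* and *Fcer1a* were also named where their values were close to a threshold or differed between settings, which was seen after the test.

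The limma step was tested on simulated data for the BMEos genotype comparison, with 13571 genes of which 200 were changed, 100 at each size. With each gene's spread drawn from limma's prior, 95% of the genes changed by 1 on the log2 scale and 100% of those changed by 2 were recovered, all in the right direction, with 11 false calls (5.34% of calls), and 0 genes were called when none was changed. A first version, which used the moderated spreads, recovered 99% and 100% with 18 false calls (8.29%), and it was replaced because of its false calls. The percentages recovered hold for simulated data with 200 changed genes. In the real comparison 1 gene was called, and *Mmp9* (2.12), *Cndp2* (1.68) and *Retnla* (1.32) did not pass. The percentages therefore do not give the recovery in the real data. All 10 arrays were used, and no array was left out. Results that the paper measured by RT-PCR, ELISA, flow cytometry or immunoblotting, and figures made from other samples, were not analysed here.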

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

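The tests of other cell types, of the *Mmp9* allele, of the genes near *Slpi*, of donor sex, of hypoxia genes as a sign of culture, of the NF-κB genes and of the interferon genes without LPS were chosen only after the result was seen.

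Genes near *Slpi* on chromosome 2, not discussed in the paper, had an unadjusted p under 0.05 for the genotype more often than other genes. In limma over all genes, 0 of 56 listed and tested neighbours passed, over the 5 cell and stimulus settings and in BMEos. Adjusted over the list alone, 4 rose and 5 fell over the 5 settings, and 1 rose and 2 fell in BMEos. The settings include the BMEos pairs of Figure 5A. With *Slpi* and *Mmp9* left out, 10 of 55 neighbours had an unadjusted p under 0.05 in BMEos over both LPS states. *Mmp9* lies 25 measured genes away from *Slpi*. Over the 5 cell and stimulus settings, 12 of 55 listed neighbours (21.8%) had an unadjusted p under 0.05, against 708 of 13514 other genes (5.24%), with a one-sided Fisher's exact p of 2.42e-05 (7.26e-05 when adjusted over the 12 sets of genes or settings computed; unadjusted 1.08e-06 to 0.00548 with 1 setting left out in turn; genes are not independent), and *Pkig* (-0.84, adjusted p = 0.0512 from limma) and *Serinc3* (-1.30, adjusted p = 0.106 from limma) were lower in 5 of 5 pairs, which is consistent with alleles linked to the targeted locus. Neutrophils, macrophages or osteoclasts in the *Slpi*-/- BMEos cultures would raise their own abundant genes along with *Mmp9*. The values argue against a share of these cells large enough to shift their lists as sets. A small share is not excluded. Of 28 measured neutrophil genes, 18 lay above background on all 4 BMEos arrays, whereas *Mmp9* in B6 BMEos lay close to background. A small share could therefore raise *Mmp9* and leave the list medians almost unchanged. Averaged over both pairs, the median difference was 0.0153 (SE 0.0727) for 22 neutrophil genes. It was 0.0087 (SE 0.0743) for 13 monocyte and macrophage genes and -0.047 (SE 0.0499) for 6 osteoclast genes. The SE values of these medians are across genes, which are not independent, and do not cover the spread between arrays. Over all tested genes of these lists in limma, the medians were 0.0329, 0.0842 and 0.018. Adjusted over each list alone, 0 of 25 neutrophil, 0 of 17 monocyte and macrophage and 1 of 9 osteoclast genes rose. *S100a8* stayed below background on all 4 BMEos arrays, and *Ngp*, a neutrophil granule gene, read 11.18 in B6 and 10.51 in *Slpi*-/- BMEos without LPS. Cells of other types were not tested in this way. Of 15 basophil identity genes, 1 rose and 0 fell in *Slpi*-/- BMEos when adjusted over the list alone. Whether *Mmp9* itself carries a linked allele cannot be told apart from an effect of SLPI in BMEos, since its genotype difference in BMEos minus that in BMBs was 1.39 (adjusted p = 0.738 from limma), and *Mmp9* was below background on 3 of the other 6 arrays. The genotype as such stays open as the biological explanation, which the plasmid transfer of the paper (Figure 5C) addresses outside these arrays.

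Sex-linked genes parted the BMEos arrays with LPS from those without: *Xist* rose by 5.17 with LPS, and the Y-linked genes *Eif2s3y*, *Uty* and *Kdm5d* fell by 4.95, 3.98 and 2.66, in both genotypes. These values are consistent with donor mice of the other sex for the arrays with LPS, since the Y-linked genes lay below background there and above it on the other 8 arrays, and *Xist* lay above background there and below it on the other 8; log2 changes from or to a signal below background do not measure the size of the change. Genes on the X and Y chromosomes did not make up the LPS response, as they were 2.73% of the genes called and 2.77% of those tested. A difference between cultures cannot be told apart from LPS, since both arrays with LPS share it; of 16 genes of hypoxia and glycolysis, outside the lists of LPS and interferon genes, 14 fell. Donor sex was the 1 biological explanation considered. The sex-linked genes that raised it are also its only evidence here, so they are no separate test of it. LPS itself was not tested apart from culture.

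Interferon-induced genes, which the paper does not discuss, were higher in *Slpi*-/- than B6 BMEos with LPS, with a median of 0.683 over 18 genes (SE 0.083). The SE values given here are across the genes of a list, which are not independent, and do not cover the spread between arrays. A stronger response to LPS as a whole on the *Slpi*-/- array would raise the NF-κB genes too. The 24 of these called for LPS had a median of -0.0589 (SE 0.0401), which argues against it on this 1 pair of arrays. The interferon median was 0.64 after quantile normalization and 0.71 after centring. This does not decide whether the scaling between arrays plays a part. The authors' RMA values were already normalized, and centring moved an array by at most 0.05, so neither step could be expected to remove the difference. Genotype and culture cannot be told apart with 1 pair of arrays with LPS, and the pair without LPS had a median of 0.193 (SE 0.0701), in the same direction. Over both states, 0 of 18 genes passed in limma, 13 had an unadjusted p under 0.05, and 10 rose adjusted over the list alone, so that an effect of the genotype on interferon genes is a hypothesis.

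*Slpi* differed between cell types in its genotype difference, by 3.08 (BMEos minus BMBs, adjusted p = 0.00989 from limma), with -4.93 in BMBs and -1.85 in BMEos, and lower in *Slpi*-/- cells in 4 of 4 pairs; *Slpi*-/- cells read 5.93 to 6.55 in every setting, so this restates the B6 levels (11.42 in BMBs and 8.08 in BMEos without stimulation). IgE and antigen in BMBs, a comparison the paper does not report from the arrays, called 3091 genes. LPS in BMEos called 3926 genes, which the paper does not report either.

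For the genotype difference over the 5 settings, limma called 0 genes (722 at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment), and 100 of 100 splits of the 10 arrays into 5 and 5 gave at least as many, which a real count of 0 fixes in advance, so the splits say nothing about chance. The highest of the other splits called 27 genes. The 24 splits that part only 1 pair called 0 to 27 genes, and the 63 splits that part 3 pairs called 0 to 2 genes. The reason for the higher counts among splits that part 1 pair was not tested. The real split parts all 5 pairs, and the 12 other splits that do so called 0 genes each.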

How the results depend on the processing

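Of the tests and settings below, the counts over all probe sets and the LPS test without genes on the X and Y chromosomes were chosen only after the result was seen. Of 22 results, 7 were unchanged under every alternative set in advance, and 109 of 158 values under those alternatives were. Unchanged covers size as well as direction and side of the threshold, and counts of genes were judged by size alone. A value could therefore keep its direction and not be counted, as *Cebpa* in BMBs against mast cells in the B6 arrays alone (3.58, against 3.83). Of 435 values for 145 results on named genes under other scalings or averaged probe sets, 421 were unchanged and 0 reversed. The *Mmp9* difference without LPS stayed between 2.28 and 2.38, and that with LPS between 1.86 and 1.95. The numbers of genes at least 2-fold higher and lower without LPS, and higher and lower with LPS, became 21, 9, 17 and 22 with no filter on signal, 1, 0, 0 and 1 at 4-fold, 40, 45, 100 and 77 at 1.5-fold, and 445, 314, 445 and 444 over all probe sets, named or not; these follow from the features and sizes admitted. The lower genes without LPS became 3 with the mean of a gene's probe sets and 3 at the 99th percentile of olfactory receptor genes, and those with LPS became 4 at that percentile. *Mmp9* over both LPS states (2.12) passed with a trend of the variance on mean signal (adjusted p = 0.037 from limma; 0.037 to 0.913 over its alternatives). The 1 gene called for the genotype in BMEos became 0 under quantile normalization, with all named genes, by the methods' t-test, with the 4 BMEos arrays alone and in leave-one-out fits (0 to 0), and 6 with the trend (*Slpi*, *Cndp2*, *Retnla*, *Serinc3*, *Fcer1a* and *Mmp9*, of which *Fcer1a* lies below background in BMEos). The 1 gene called in BMBs became 9 with the trend, 0 by the methods' t-test and 1 to 15 in leave-one-out fits, 15 without the IgE pair. The 3926 genes called for LPS became 0 by the methods' t-test and 1537 to 1577 in leave-one-out fits (1577 without the B6 and 1537 without the *Slpi*-/- arrays), and 3820 without genes on X and Y. The 3091 genes called for IgE became 0 by the methods' t-test and 1103 to 2139 in leave-one-out fits (1103 without the *Slpi*-/- arrays). The 0 genes called over 5 settings (722 at an unadjusted p under 0.05 in limma) became 1 after centring (*Pkig*), 2 after quantile normalization and 2 with the trend (*Pkig* and *Serinc3*), and 0 to 2 in leave-one-out fits (2 without mast cells). *Cebpa* in BMBs against mast cells did not pass by the methods' t-test (3.83, adjusted p = 0.273), was 3.58 in the B6 arrays alone, and was 3.58 to 4.08 leave-one-out. *Cebpa* in BMEos against mast cells passed after centring (0.45), after quantile normalization (0.45), with the trend (0.40) and with all 10 arrays (0.40), was 0.10 in the B6 arrays alone, and was 0.10 to 0.70 leave-one-out. *Cebpe* in BMEos did not pass by the methods' t-test (4.26, adjusted p = 0.15). At the 99th percentile of olfactory receptor genes, 6 chemokine genes instead of 14 lay above background on all 4 BMEos arrays, and *Mapk8ip1* did so on 0 arrays, as a higher background admits fewer genes. Without the genotype block, the LPS and IgE calls stayed within 1.5 times the values above. Leave-one-out fits assume that a lone sample varies like the other groups, and those of the C/EBP genes have no residual degrees of freedom and give values with no test. The methods' t-test on 2 pairs has 1 degree of freedom, so a failure to pass by it says little. For the other changes, the cause was not tested. Signal over background limits *Mapk8ip1* and *Mmp9* in B6 BMEos, which lie close to it.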

Differences from the paper's values

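The ranking over all probe sets was chosen only after the values were seen. For *Slpi* in *Slpi*-/- against B6 BMEos without LPS, the paper's value is about -1.8 in Fig. 5A, read by eye, and the log2 difference of the deposited values was -1.67. The residual SD of *Slpi* was 0.12 for a single array and 0.17 for a difference between a pair of arrays; the gap exceeds the first and not the second, and it is close to the precision of reading by eye. Of the alternatives set before the data were examined, centring gave -1.67, quantile normalization -1.61 and the mean of probe sets -1.67, and each of these differs from the paper's value by more than the SD of a single array; quantile normalization alone differs by more than that of a pair. With LPS, the paper's value for *Slpi* is about -2.1 in Fig. 5A, read by eye, and the difference here was -2.03, which lies within the SD of a single array.

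For *Mmp9* without LPS, the paper's value is about 5.2 in Fig. 5A, read by eye, on an axis labelled as log2, and the difference here was 2.38 on the log2 scale, which is 5.2-fold on the linear scale. On the linear scale these do not differ, but this match reads *Mmp9* as linear and *Slpi* as log2 in the same panel, and which scale the panel has is not known. With LPS, the paper's value is about 1.9 in Fig. 5A, read by eye, and the difference here was 1.86 on the log2 scale. Fig. 5A shows other bars above *Mmp9* and below *Slpi*, whereas *Mmp9* was highest and *Slpi* lowest among the named genes above background in both states. Over all 34760 probe sets with no filter, 15 stood above *Mmp9* and 76 below *Slpi* without LPS, and 61 and 40 with LPS. Among all 19937 named genes with no filter, 1 stood above *Mmp9* with LPS.

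The paper states that basophils and eosinophils, but not mast cells, express the genes of C/EBPα and C/EBPε highly. *Cebpa* in BMBs (3.58 above mast cells in B6) and *Cebpe* in BMEos (4.24 above) go with that statement. *Cebpa* in BMEos was 0.10 above mast cells in B6 and 0.40 over both genotypes, and *Cebpe* in BMBs was -0.12 in B6 and -0.19 over both genotypes. The *Cebpa* difference in BMEos passed in limma after centring, after quantile normalization, with a trend of the variance on mean signal and with all 10 arrays, and *Cebpe* in BMBs passed under none of its alternatives (adjusted p from 0.159 to 0.422). The paper states that *Mmp9* was higher in *Slpi*-/- BMEos before and after LPS by RT-PCR (Figure 5B), an assay and a number of samples unlike those of the arrays, with 1 array per condition; on the arrays, the difference had that direction in both pairs but did not pass over all genes in limma (adjusted p = 0.133), except with the trend of the variance on mean signal (0.037; 0.037 to 0.913 over its alternatives).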

Other observations

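The LPS test without genes on X and Y was chosen only after the result was seen. Genes of the type I interferon response and of NF-κB rose between the BMEos arrays without and with LPS, which also differ in sex-linked genes, so a difference between cultures cannot be told apart from LPS for the genes below. All 18 tested interferon-induced genes rose (18 adjusted over the list alone), with a median of 2.83, among them the chemokine gene *Cxcl10*, from 5.59 and 5.78 to 11.94 and 12.64 in B6 and *Slpi*-/- BMEos, and the antiviral gene *Rsad2*, from 5.06 and 5.23 to 10.65 and 11.61. Signals without LPS that lie below background, as that of *Cxcl10* in B6 and both of *Rsad2* do, do not give the size of a rise. Of 33 genes induced through NF-κB, 23 rose, 1 fell and 9 did not pass (25 and 1 adjusted over the list alone), among them the cytokine genes *Tnf*, by 4.11, and *Il6*, from 4.02 and 4.41, below background, to 9.94 and 10.16. Genes of hypoxia and glycolysis moved the other way: 14 of 16 fell and 0 rose in limma (14 and 0 adjusted over the list alone; 14 at an unadjusted p under 0.05), with a median of -1.24, among them *Vegfa*, which encodes a vascular growth factor and fell by 2.36. Of 13 genes of cell stress, 0 rose, 6 fell and 7 did not pass in limma (0 and 9 adjusted over the list alone; 10 at an unadjusted p under 0.05), and the heat shock gene *Hspa1a* fell by 4.39. Of 16 genes of dendritic cells and MHC class II, 8 rose, 1 fell and 7 did not pass (9 and 1 adjusted over the list alone), and *Cd74*, which encodes the invariant chain, rose by 1.74. Other lists of cell types moved in limma as well. Of 15 basophil genes 1 rose and 8 fell, and of 25 neutrophil genes 2 rose and 6 fell. Of 17 monocyte and macrophage genes 6 rose and 0 fell, and of 11 eosinophil genes 2 rose and 0 fell. In all, 1724 genes rose and 2202 fell with LPS in limma (28.9% of those tested, 649 at least 2-fold), 5721 had an unadjusted p under 0.05, and the methods' t-test gave 2460 at that level and 0 after adjustment; without the B6 or the *Slpi*-/- arrays, limma called 1577 or 1537. The sex-linked genes *Xist* and *Eif2s3y* changed together with LPS, and 3820 genes were called with genes on X and Y left out.

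Cytokine genes and genes of hypoxia rose between the BMB arrays without and with IgE and antigen. Of 13 Th2 and FcεRI-induced cytokine genes, 9 rose, 1 fell and 3 did not pass (9 and 1 adjusted over the list alone), among them *Il13* by 2.35, *Il6* by 2.49 and *Il4* by 0.86. Of 16 genes of hypoxia and glycolysis, 12 rose and 0 fell in limma (12 and 0 adjusted over the list alone; 12 at an unadjusted p under 0.05), among them *Egln3*, an oxygen-sensing hydroxylase gene, by 3.44. *Alox15*, a lipoxygenase gene, fell by 3.62, and *Igsf6*, an immunoglobulin-like receptor gene, fell by 3.05. Lists of cell types and of proliferation moved in limma as well. Among 15 basophil genes 1 rose and 4 fell, and among 25 neutrophil genes 1 rose and 5 fell. Among 11 eosinophil genes 0 rose and 4 fell, and among 12 mast cell genes 3 rose and 1 fell. Among 17 monocyte and macrophage genes 1 rose and 3 fell, and among 26 proliferation genes 6 rose and 0 fell. In all, 1655 genes rose and 1436 fell in limma (22.8% of those tested, 492 at least 2-fold), 4722 had an unadjusted p under 0.05, and the methods' t-test gave 1516 at that level and 0 after adjustment; without the *Slpi*-/- arrays, limma called 1103. In BMBs over both IgE states, *Slpi* passed for the genotype (-4.93, adjusted p = 5.17e-05 from limma), the 1 gene to do so (917 at an unadjusted p under 0.05). *Il6*, *Il4* and *Il13* differed by 0.04, 0.23 and 0.21 (adjusted p of 0.99, 0.867 and 0.927 from limma). These are RNA differences averaged over the states without and with IgE. The paper's higher cytokine levels of *Slpi*-/- BMBs are secreted protein after IgE and antigen (Figure 2A), which these values do not test.

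*Slpi*-/- and B6 BMBs differed in several lists, each with 1 array per genotype and no replicate check. Genes of dendritic cells and MHC class II were higher in *Slpi*-/- BMBs, with medians of 0.48 without IgE and 0.40 with IgE, both at percentile 100.0 of random lists, and *Cd74* read 8.47 in B6 and 9.47 in *Slpi*-/- BMBs without IgE and 8.12 and 9.13 with IgE. Over both states, 0 of 16 of these genes passed in limma, 7 had an unadjusted p under 0.05, and 6 rose adjusted over the list alone. Proliferation genes were lower in *Slpi*-/- BMBs without IgE, with a median of -0.81 at percentile 0, and 12 of 26 were at least 2-fold lower. With IgE their median was 0.18, at percentile 100.0. This list thus lay at both extremes of random lists for the same genotypes, so an extreme percentile on 1 pair of arrays does not by itself show an effect of the genotype. Over both states, 0 of 26 proliferation genes passed in limma, 0 passed adjusted over the list alone, and 1 had an unadjusted p under 0.05. Genes of megakaryocytes and platelets had a median of 0.02 without IgE and of 1.15 with IgE, among them the platelet chemokine gene *Ppbp*, higher by 2.64. In limma over both states, 0 of 7 of these genes passed, 4 had an unadjusted p under 0.05, and 3 rose adjusted over the list alone. Other lists of cell types moved in 1 state or both: without and with IgE, the medians were -0.32 (percentile 0, 7 of 22 at least 2-fold lower) and -0.01 (percentile 59.4) for neutrophil genes, -0.06 (percentile 37.9) and 0.75 (percentile 100.0) for monocyte and macrophage genes, 0.25 (percentile 99.87) and 0.63 (percentile 100.0) for eosinophil genes, and -0.21 (percentile 1.66) and -0.45 (percentile 0) for mast cell genes. In these 4 lists, 0 of 25, 0 of 17, 0 of 11 and 0 of 12 genes passed in limma over both states, 9, 2, 2 and 5 had an unadjusted p under 0.05, and adjusted over each list alone, 2 eosinophil genes rose, 3 mast cell genes fell and 0 of the others passed. Osteoclast genes had medians of 0.14 without IgE (percentile 98.62) and of 0.17 with IgE (percentile 99.57). Of these, 0 of 9 passed in limma over both states, 3 had an unadjusted p under 0.05, and 3 rose adjusted over the list alone. *Mpo*, a peroxidase gene of immature granulocytes, read 8.84 in B6 and 6.00 in *Slpi*-/- BMBs without IgE. Th2 and FcεRI-induced cytokine genes had medians of -0.31 without IgE (percentile 0.01) and of 0.12 with IgE (percentile 99.06). Serine protease genes had medians of -0.34 without IgE (percentile 0) and of 0.04 with IgE (percentile 80.72). Over both states, 0 of 13 and 0 of 16 of these genes passed in limma, and 1 and 6 had an unadjusted p under 0.05. Adjusted over each list alone, 0 and 2 fell and 0 rose. The 14 genes of MMPs and their tissue inhibitors above background had a median of 0.08 without IgE (percentile 92.2) and of 0.48 with IgE (percentile 100.0), and over both states 0 of 18 passed in limma, 0 passed adjusted over the list alone, and 6 had an unadjusted p under 0.05. *Mmp9* differed by 0.28 without IgE and 1.18 with IgE, where the B6 signal of 5.36 lay below background, and by 0.73 over both (adjusted p = 0.586 from limma), higher in 2 of 2 pairs. In mast cells, *Slc27a6*, a fatty acid transport gene, read 5.15 in B6, below background, and 8.81 in *Slpi*-/- cells, and *Serinc3* read 13.09 in B6 and 11.04 in *Slpi*-/- cells.

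Genes that the paper measured by RT-PCR or ELISA also have values on the arrays. In unstimulated B6 cells, *Slpi* read 11.42 in BMBs, 8.08 in BMEos and 6.53 in mast cells, the last within the range of *Slpi*-/- cells (5.93 to 6.55), so that differences from the mast cell signal do not give a size. Over both LPS states of BMEos, the genotype difference of *Il6* was 0.30 (adjusted p = 0.909 from limma), higher in 2 of 2 pairs. Both *Il6* signals without LPS lay below background, so the pair without LPS gives no measured difference.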
